# Transcriptomic analysis and experimental verification reveal the involvement of PI3K/AKT signaling pathway in high-altitude cognitive dysfunction

**DOI:** 10.3389/fphys.2026.1781613

**Published:** 2026-04-23

**Authors:** Yu Xin, Chenyu Yang, Gege Wang, Huiping Ma, Linlin Jing

**Keywords:** high-altitude cognitive dysfunction, inflammation, oxidative stress, PI3K/Akt signaling pathway, transcriptomic analysis

## Abstract

**Introduction:**

Cognitive impairment is a common symptom for these people entering high altitude. Unfortunately, the potential molecular mechanisms are not totally clear. This study aimed to identify the genes and signaling pathways associated with high-altitude cognitive dysfunction (HACD) in mice.

**Methods:**

Male C57BL/6 J mice were allocated into two groups: control group and hypobaric hypoxia (HH) group. The cognitive function was assessed using novel object recognition test and Morris water maze test. The histological analysis was performed using Hematoxylin-Eosin (HE) staining and Nissl staining. Evans blue (EB) assay was performed to evaluate the integrity of the blood-brain barrier (BBB). The gene levels in hippocampal tissue were assessed via RNA-Seq technique. Differentially expressed genes (DEGs) were identified using the DESeq2 R package, followed by functional and pathway enrichment analyses. The protein-protein interaction (PPI) network was established for screening hub genes, which were subsequently validated by qRT-PCR. The related proteins were detected by Western blot.

**Results:**

HH exposure led to pathological changes in hippocampal tissue, accompanied by increased oxidative stress, inflammatory response, and BBB disruption, and then induced impaired cognitive function in mice. In the HACD mice, 178 DEGs (70 upregulated and 108 downregulated genes) were found, in comparison to the control, and 8 hub genes were identified. GO and KEGG enrichment analysis demonstrated that PI3K/AKT signaling pathway is a significantly enriched pathway, suggesting its potential involvement in the pathogenesis of HACD. Then, we performed validation experiments via qRT-PCR for four hub genes (*Vwf*, *Vegfa*, *Kdr*, *Spp1*) closely related to the PI3K/AKT signaling pathway, and the results aligned with the RNA-seq data. Furthermore, Western blot analysis indicated that the PI3K/AKT pathway was substantially inhibited following HH exposure. Downstream analysis revealed significantly decreased expression of antioxidant proteins Nrf2 and HO-1, accompanied by increased phosphorylation of NF-κB, indicating enhanced neuroinflammation and impaired antioxidant defenses.

**Conclusions:**

Our results reveal a significant association between PI3K/AKT signaling pathway inhibition and HACD and offer potential therapeutic targets for developing novel treatment strategies for HACD.

## Introduction

The high-altitude (HA) environment, predominantly characterized by hypobaric hypoxia (HH), represents one of the most physiologically challenging conditions on Earth (Jiang et al., 2022). The reduced atmospheric pressure causes decreased oxygen partial pressure and blood oxygenation saturation (SpO_2_), triggering a range of physiological adaptations (Aboouf et al., 2023). As one of the highest oxygen‐consuming organs, the brain, especially the hippocampus, is particularly susceptible and vulnerable to reduced oxygen supply at HA, which can lead to cognitive impairment (Yang et al., 2023b). However, effective ways for the prevention and treatment of high-altitude cognitive dysfunction (HACD) are limited. One of the primary reasons for this limitation is that the pathophysiology of HACD remains incompletely understood. While several mechanisms have been reported, including the release of reactive oxygen species (ROS), inflammatory response, apoptosis, mitochondrial dysfunction, and enhanced blood-brain barrier (BBB) permeability (Chen et al., 2023; Zhang et al., 2024b), these findings fail to fully explain the complex processes underlying the onset and progression of HACD. Therefore, a deeper insight into the mechanisms driving HACD is essential for developing of more effective treatments.

Transcriptome analysis is an efficient sequencing technology that reveals specific biological processes and molecular mechanisms in the pathogenesis of diseases by screening and analyzing differentially expressed genes (DEGs) and their functions (Dong and Chen, 2013). RNA-sequencing (RNA-seq) combined with bioinformatics analysis has been widely employed in various areas of high altitude medicine, such as elucidating the mechanisms of high-altitude adaptation (Xin et al., 2020; Manella et al., 2022) and injury (Li et al., 2017; Han et al., 2024; Li et al., 2024a), and exploring potential therapeutic targets for drugs (Tian et al., 2024; Zeng et al., 2024). These efforts have yielded insights into new therapeutic opportunities.

The aims of this research were as follows: (1) to establish HACD mice model, which was evaluated by behavioral tests, pathological and biochemical alterations; (2) to determine the gene expression levels in the hippocampus of mice with or without HACD; (3) to assess the DEGs in response to HH stress, with a focus on identifying key pathways that drive HACD; (4) to validate the responsive genes and proteins associated with the key pathway. The results of this research may facilitate a deeper comprehension of the mechanisms involved in HACD and offer novel strategies to combat this disorder.

### Materials and methods

#### Reagents and antibodies

The kits for hydrogen peroxide (H_2_O_2_), Malondialdehyde (MDA), Superoxide Dismutase (SOD), and glutathione (GSH) were acquired from Nanjing Jiancheng Bioengineering Institute (Nanjing, China). ELISA kits for tumor necrosis factor-α (TNF-α), interleukin-1β (IL-1β), interleukin-6 (IL-6), and interleukin-10 (IL-10) were purchased from Wuhan Yangene Biological Technology Co., LTD (Wuhan, China). Evans Blue and formamide were purchased from Aladdin Chemical Reagent Co. Ltd. (Shanghai, China). The BCA protein assay kit was sourced from Beijing Solarbio Science & Technology Co., Ltd (Beijing, China). Primary antibodies against PI3K (ab183957) and p-PI3K (ab32089) were obtained from Abcam (Cambridge, UK). Primary antibodies against AKT (9272S) p-AKT (4060S), p-NF-κb (3033S), NF-κb (8242S), HO-1 (ab13243), ZO-1 (8193S), and occludin (91131S) were obtained from Cell Signaling Technology, Inc. (Danvers, USA). Primary antibodies against Nrf2 (16396-1-AP) was obtained from Proteintech (Wuhan, China). Primary antibody against *β*-actin were purchased from Zhongshan Golden Bridge Biological Technology Co., Ltd. (Beijing, China). HRP-conjugated Goat anti-mouse IgG and Goat anti-rabbit IgG were obtained from Proteintech (Wuhan, China).

### Animal model establishment

6–8 weeks-old Male C57BL/6 mice were obtained from the SPF (Beijing) biotechnology co., Ltd. (Beijing, China). The mice were raised in standard environment with a temperature of 23-25 °C and a 12-hour light-dark cycle and provided food and water *ad libitum*. The mice were randomly allocated to either a control group or a hypobaric hypoxia (HH) group, with 16 mice per group. After 7 days of adaptation, Morris water maze (MWM) train were conducted for five consecutive days. Then mice in HH group were exposed to an animal decompression chamber (DYC-3070, Guizhou Fenglei, China) simulating an altitude of 8–000 m (18% O_2_, 0.035 MPa, humidity, 40-50%, and temperature, 23-25 °C). These parameters were continuously monitored by the chamber’s integrated sensors and automatically recorded every 30 minutes to ensure stable exposure conditions throughout the experiment. The Con group mice were maintained under normal laboratory conditions (altitude, 1–400 m, humidity, 40-50%, temperature, 23-25 °C). After 72 h, behavioral tests were performed. Subsequently, the mice were deeply anesthetized with 5% isoflurane via inhalation, and then euthanized via cervical dislocation. The brain tissues were extracted, and the hippocampal regions were isolated and stored at -80 °C for further experiments. All animal procedures were carried out in accordance with ARRIVE guidelines and approved by the Biomedical Ethics Committee of the Health Science Center of Xi’an Jiaotong University (XJTUAE2025-415). A statement to confirm that all methods were carried out in accordance with relevant guidelines and regulations.

### Behavioral test

Novel object recognition (NOR) test was employed to assess episodic-like declarative memory of mice and included three periods (n=8 per group). The adaptation period was conducted 24 h after exposure to the HH chamber, allowing the mice to freely explore in a moving box without objects for a period of 5 min. The learning period was performed 48 h after exposure to the HH chamber, allowing the mice to freely explore in a moving box with two identical objects for 5 min. The test period was performed 72 h after HH exposure, allowing the mice to freely explore for 5 min in a box in which an old object was replaced with a new one. To eliminate any potential confounding factors, the moving box was wiped down with alcohol before and after the experiment to eliminate any extraneous odors. The speed, moving distance, and time taken to the new and old objects were collected. The recognition index (RI) was defined by the formula: RI = Time taken to the novel object/(Time taken to the both objects) × 100%.

Morris water maze (MWM) test was employed to assess the spatial memory of mice (n=8 per group). During the five consecutive days of the positioning navigation experiment, every mouse was released from four distinct quadrants and allowed to search for the fixed platform for up to 60 s. The latency, defined as the time taken for the mouse to locate the fixed platform, was recorded. Upon arrival at the platform, the mice were permitted to stay on the platform for 20 seconds and then placed back in the home cage. Following HH exposure, a space exploration experiment was administered to evaluate reference memory consolidation. Mice were placed from a randomly selected quadrant without platform, and their tracks were monitored for 60 seconds. Speed, entries (number of crossings of the platform), swimming distance and swimming time in the target quadrant, were recorded.

### Histological analysis

The pathological changes of hippocampal tissue in two groups of mice were detected. The collected brain tissues (including hippocampus, n=3 per group)) were fixed in 4% paraformaldehyde, embedded in paraffin and cut into 5 *μ*m thickness sections. These sections were used for Hematoxylin-Eosin (HE) staining and Nissl staining.

### Biochemical analysis

Hippocampal tissues (n=6 per group) were homogenized in saline to obtain homogenate, which was then centrifuged to get the supernatant. The levels of H_2_O_2_, MDA, SOD, and GSH in the supernatant were quantified utilizing corresponding kits (Nanjing Jiancheng Bioengineering Institute, Nanjing, China) as per the manufacturer’s guidelines. Protein concentrations were determined using a BCA protein assay kit, and the results were normalized to total protein content (expressed as per mg protein).

### ELISA assay

Hippocampal tissues (n=6 per group) were homogenized in PBS to obtain homogenate, which was then centrifuged to get the supernatant. The concentrations of TNF-α, IL-6, IL-1β, and IL-10 were measured utilizing corresponding ELISA kits (Wuhan Yangene Biological Technology Co., LTD, Wuhan, China) as per the manufacturer’s manual. Protein concentrations were determined using a BCA protein assay kit, and the results were normalized to total protein content (expressed as per mg protein).

### Evans blue assay

After HH exposure, mice were immediately injected with 2% EB solution (100 µL/20 g body weight) via the tail vein. One hour post-injection, the animals were euthanized and perfused with saline, after which the whole brains were harvested and the hippocampus were dissected. The isolated hippocampal tissues (n=6 per group) were precisely weighed and homogenized in formamide at a ratio of 1 mL per 0.1 g of tissue. The homogenate was incubated overnight at 60 °C and then centrifuged at 16,000 rpm for 30 minutes. The supernatant was carefully collected, transferred to a 96-well plate (200 µL per well), and the absorbance was measured at 620 nm using a microplate reader. Evans blue content was quantified using a standard curve generated by serial dilution of EB standard solution (concentration gradient: 10, 5, 2.5, 1.25, 0.625, and 0 µg/mL). The final concentration of EB in the samples was expressed as µg/g tissue.

### Total RNA extraction and transcriptome sequencing analysis

RNA-seq analysis was conducted by Novogene Co., Ltd (Beijing, China). In brief, total RNA was extracted from hippocampal tissues (n=4 per group) utilizing the TRIzol reagent kit (Invitrogen, CA, USA) as per the manufacturer’s guidelines. A total of eight RNA samples were prepared, with four replicates per group. RNA quantification and purity were measured using a NanoDrop 2000 Spectrophotometer (Thermo Scientific, USA), while RNA integrity was verified utilizing the Agilent 5400 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). The libraries were established with Fast RNA-seq Lib Prep Kit V2 (Cat. No. RK20306) and sequenced on an illumina Novaseq 6000 platform, producing 150 bp reads. The fastp software was employed to remove low-quality sequences from the raw data and retain clean reads for further analysis. Clean reads were matched to the mouse reference genome (mm10) using HISAT2, and gene expression levels were quantified using featureCounts v1.5.0-p3. FPKM values were calculated to estimate gene expression abundance. Principal Component Analysis (PCA) analysis was conducted using R (v 3.5.0). DEGs were identified using the DESeq2, with a significance threshold set at p_adj_ value ≤ 0.05 and |log_2_FoldChange| ≥ 1. To visualize the DEGs, the R packages “ggplot2” (version 3.3.6) and “pheatmap” (version 1.0.12) were used to draw volcano maps and heat maps, respectively.

### Protein-protein interaction network construction of core targets and identification of hub genes

The PPI network of overlapping targets was constructed using the STRING database (https://cn.string-db.org/). The analysis was restricted to “Mus musculus” with a medium confidence interaction score threshold (> 0.4) to ensure reliable identification of functionally relevant protein interactions corresponding to the target genes. The protein interaction data obtained from STRING were imported into Cytoscape for visualization and topological analysis. Using the cytoHubba plugin, we calculated the “Nodes Score” via five algorithms: MCC (Maximum Clique Centrality), MNC (Neighborhood Component Centrality), Degree Centrality, Closeness Centrality, and Radiality Centrality, selecting the top 10 ranked genes from each as key candidates. Hub genes were identified as the overlapping targets of the five algorithms.

### Gene function and pathway enrichment analysis

Enrichment analysis of DEGs, including Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG), was performed utilizing the clusterProfiler package in R (v 3.5.0). The GO enrichment analysis systematically evaluated three functional categories: Biological processes (BP)-identifying key physiological activities; Cellular components (CC)-determining subcellular localization; Molecular functions (MF)-characterizing biochemical activities. KEGG pathway analysis was conducted to uncover significant signaling pathways associated with the candidate targets. Statistical significance thresholds were maintained as previously described, where p-value below 0.05 was considered significant enrichment.

### Quantitative real-time PCR analysis

Total RNA was isolated from hippocampal tissue (n=6 per group) and reverse transcribed into cDNA using FastKing gDNA Dispelling RT SuperMix (KR118, Tiangen, China). qRT-PCR was carried out using SYBR Green (FR227, Tiangen, China) on a ViiA7 system (Applied Biosystems, USA) as per the manufacturer’s guidelines. *β*-actin served as an internal normalizer. The relative level of gene was quantified using the 2^-ΔΔCT^ method. Primers were designed and synthesized by Wuhan Servicebio Technology Co., Ltd. The sequences are provided in **Table 1**.

**Table 1:** Primer sequences for the genes observed in qRT-PCR.

Gene	Forward Primer (5'-3')	Reverse Primer (5'-3')
*β*-actin	GTGACGTTGACATCCGTAAAGA	GTAACAGTCCGCCTAGAAGCAC
Kdr	TTTGGCAAATACAACCCTTCAGA	GCAGAAGATACTGTCACCACC
Spp1	TTTCACTCCAATCGTCCCTACA	CTGCCCTTTCCGTTGTTGTC
Vwf	GCCCAGGAAGCTATCAGCC	ATACACGAAGCCACTCTCGTC
Vegfa	TAACGATGAAGCCCTGGAGTG	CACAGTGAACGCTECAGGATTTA

### Western blot analysis

Protein from hippocampal tissue (n=3 per group) was sufficiently lysed with RIPA buffer supplemented with protease and phosphatase inhibitor and separated by SDS-PAGE. Subsequently, the proteins were transferred onto PVDF membranes. After being blocked in 5% nonfat milk in TBST, the membranes were incubated with primary antibodies overnight at 4 °C and then incubated with the secondary antibody for 1 h at RT. Protein bands were visualized using a chemiluminescence instrument (ChemiDoc MP Imaging System, Bio-Rad), and then analyzed using ImageJ software.

### Statistical analysis

All data were presented as mean ± standard deviation (SD). GraphPad Prism version 8 (La Jolla, CA, USA) was employed for statistical analyses. Data from the positioning navigation experiment were subjected to two-way repeated measures ANOVA, with treatment (Con vs. HH) and training day (days 1–5) as between- and within-subjects factors, respectively. For other date, Student’s t test was conducted for two groups comparisons. *p* values less than 0.05 were considered statistically significant differences. Spearman’s correlation coefficient was employed to evaluate the correlation between samples.

## Results

### HH induced cognitive impairments

To explore the impact of HH on cognitive dysfunction, NOR test and MWM test were conducted. The experimental timeline is depicted in **Figure 1A**.

**Figure 1:**
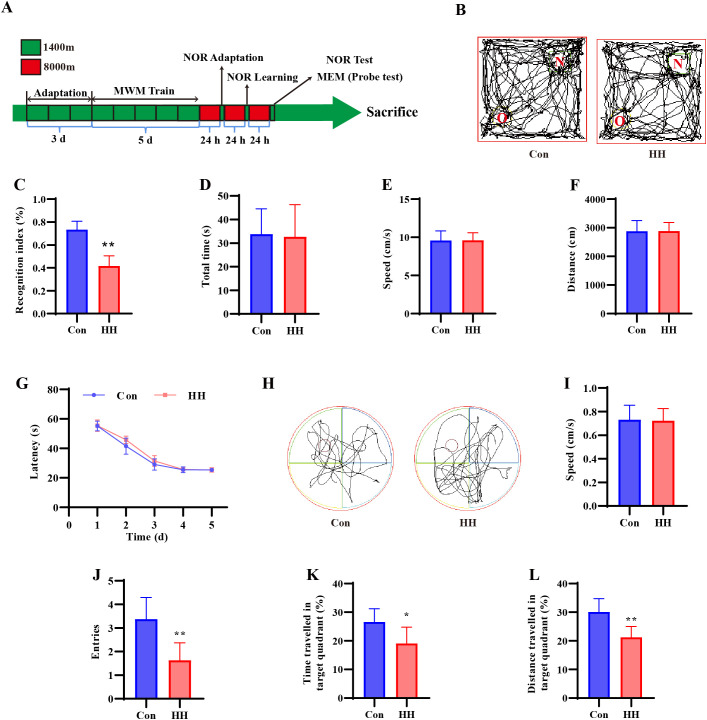
HH induced cognitive dysfunction in mice. **(A)** Experimental design diagram. NOR experimental results: **(B)** Representative images of the NOR test. **(C)** Recognition index. **(D)** Total time. **(E)** Moving distance. **(F)** Speed. MWM experimental results: **(G)** Latency (Time to find the platform during the positioning navigation experiment). **(H)** Representative images of the MWM test. **(I)** Average swimming speed. **(J)** Frequency of crossing the target quadrant. **(K)** Proportion of swim time (swimming time in the target quadrant/total swimming time × 100%). **(L)** Proportion of swim distance (swimming distance in the target quadrant/total swimming distance × 100%). Data are presented as mean ± SD. Statistical comparisons were performed by Student’s t test. n = 8 per group, ^*^p < 0.05, ^**^p < 0.01 vs. Con group.

In the NOR test, which reflects the episodic-like declarative memory of mice by updating objects (**Figure 1B**), HH group mice showed a lower RI than that of Con mice (*p* < 0.01, **Figure 1C**). No significant differences were found in total time (**Figure 1D**), speed (**Figure 1E**) and moving distance (**Figure 1F**) between two groups, indicating that HH specifically impairs memory without affecting motor function. These findings demonstrated that HH exposure negatively impacts memory in mice.

The MWM test, a widely used experiment for evaluating spatial memory, revealed that both groups of mice showed a gradual reduction in escape latency over the 5-day training period (**Figure 1G**), indicating the formation of short-term spatial memory. During the space exploration experiment (**Figure 1H**), no significant differences were found in swimming speed between two groups (**Figure 1I**), confirming that motor abilities remained unaffected by HH. However, mice in the HH group exhibited a remarkable decrease in the number of enters into the targeted quadrant (*p* < 0.05, **Figure 1J**), percentages of swimming time (*p* < 0.05, **Figure 1K**) and swimming distance (*p* < 0.05, **Figure 1L**) within the targeted quadrant, compared to the Con group.

### HH induced pathological changes in mouse brain tissue

Histopathological examination of brain tissues using H&E staining revealed distinct morphological alterations between the Con and HH groups. In the Con group, hippocampal neurons showed normal morphology, with regular arrangement and uniform distribution. In contrast, the HH group displayed disorganized pyramidal cell layers and a noticeable reduction in neuronal density in the hippocampal CA1, CA3, and DG regions (*p* < 0.01 or *p* < 0.05, **Figure 2A**). These observations were further corroborated by Nissl staining, which exhibited a significant decrease of Nissl-positive neurons in the hippocampal CA1, CA3, and DG regions of HH-exposed mice (*p* < 0.01 or *p* < 0.05, **Figure 2B**). These findings indicate that HH exposure disrupts neuronal architecture and function in the hippocampus, potentially contributing to cognitive impairments.

**Figure 2:**
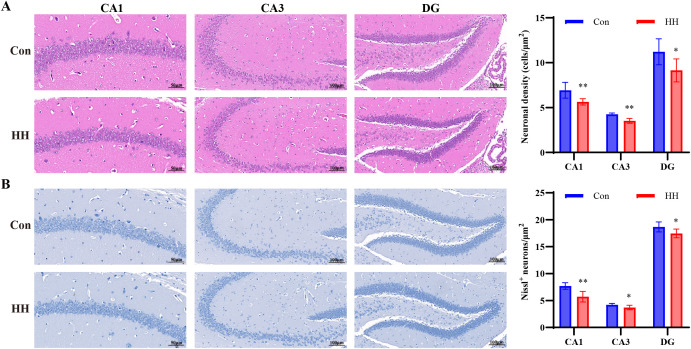
HH induced hippocampal tissue pathological changes. **(A)** H&E staining and quantification of neuronal density in the CA1, CA3, and DG regions of the hippocampus. **(B)** Nissl staining and quantification of Nissl^+^ cell counts in the CA1, CA3, and DG regions of the hippocampus. Data are expressed as mean ± SD. Statistical comparisons were performed by Student’s t test. n = 3 mice per group, ^*^p < 0.05, ^**^p < 0.01 vs. Con group.

### HH induced oxidative stress in hippocampal tissue

As seen in **Figures 3A–D**, the contents of H_2_O_2_ and MDA were remarkably elevated, while SOD activity and GSH content were remarkably decreased in the hippocampal tissue following HH exposure (*p* < 0.01). These data demonstrate that HH stimulation led to oxidative stress in the hippocampal tissue.

**Figure 3:**
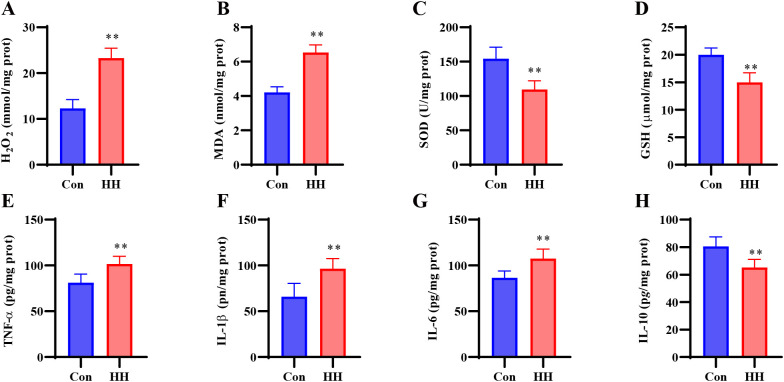
HH induced oxidative stress and inflammatory response in the hippocampal of mice. **(A)** H_2_O_2_ level. **(B)** MDA level. **(C)** SOD activity. **(D)** GSH level. **(E)** TNF-α level. **(F)** IL-6 level. **(G)** IL-1β level. **(H)** IL-10 level. Data are expressed as mean ± SD. Statistical comparisons were performed by Student’s t test. n = 6 per group, ^**^p < 0.01 vs. Con group.

### HH induced inflammatory response in hippocampal tissue

As seen in **Figures 3E–H**, concentrations of pro-inflammatory cytokines (TNF-α, IL-6, and IL-1β) were remarkably elevated (*p* < 0.01), while the content of anti-inflammatory cytokine IL-10 was remarkably decreased in the hippocampal tissue following HH exposure (*p* < 0.01). These findings demonstrate that HH stimulation led to inflammatory response in the hippocampus.

### HH induced BBB dysfunction

EB extravasation was first assessed to evaluate BBB permeability in the hippocampus (**Figures 4A, B**). As expected, the BBB of control mice remained intact, as evidenced by the absence of EB leakage. In contrast, exposure to HH led to marked EB extravasation and accumulation in the hippocampal tissue (*p* < 0.01). We then examined the expression of tight junction proteins, ZO-1 and Occludin, via Western blot (**Supplementary Figure S1**). Consistent with the increased BBB permeability, HH exposure resulted in significantly decreased expression of both ZO-1 and Occludin compared to the control group (*p* < 0.01, **Figures 4C–E**), indicating compromised structural integrity of the BBB.

**Figure 4:**
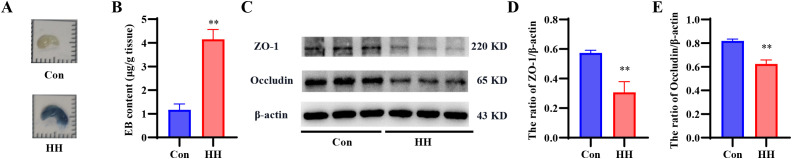
Effects of HH on the BBB integrity in mouse hippocampus. **(A)** Representative images of EB extravasation in the hippocampus. **(B)** Quantitative analysis of EB leakage. **(C)** Representative western blots of ZO-1 and occludin. Quantitative analysis of the ZO-1/β-actin **(D)** and occludin/β-actin **(E)** ratios. Data are presented as mean ± SD. Statistical comparisons were performed by Student’s t test. For EB, n = 6 per group; for Western blot analysis, n = 3 per group, ^**^p < 0.01 vs. Con group.

### Transcriptome profiling of hippocampal tissue

The quality of the RNA sequencing data was evaluated, with Q30 base distributions ranging from 93.33% to 93.92% (**Supplementary Table S1**), confirming high data reliability for downstream analysis. 

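RNA-seq measured the RNA of the whole hippocampus in 4 mice of the Con group and 4 mice of the HH group, with 1 library per mouse. The HH group had spent 72 h in a decompression chamber at 0.035 MPa, and the mice were 6 to 8 weeks old males. The authors trimmed the reads with fastp, aligned them to mm10 with HISAT2 and counted them per gene with featureCounts. They deposited the result as FPKM, fragments scaled by gene length and by a divisor per library, for 54532 Ensembl genes in each of the 8 samples. The annotation and the strand setting of the counting are not named in the paper's text. With the exon lengths of GENCODE M21, which annotates GRCm38, the assembly behind mm10, between 96.5% and 96.6% of the values above 0 in each sample were whole multiples of what 1 fragment is worth. The fragments per gene were recovered from these steps. Between 15122177 and 16175778 fragments per mouse lay on genes in the Con group (median 15803001) and between 14421052 and 15828590 in the HH group (median 15209261.5). The paper's reported number of clean reads per sample is 38837198 to 41757212 in the Con group and 37331544 to 40918732 in the HH group. The values used here rest on the fragments counted on genes. Counting error is small at this depth for a gene with 100 fragments or more and large for a gene with fewer than 10. The authors ran DESeq2 on counts. The deposited values are FPKM, and the groups were compared here with limma on log2(FPKM + 1), over the 15929 genes with a mean of at least 0.5 FPKM across the 8 samples. P-values were adjusted by the Benjamini-Hochberg method over these genes, and DEGs were called at the paper's thresholds, an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. A fold change on the log2(FPKM + 1) scale understates the change of genes with low FPKM. For single values, exact permutation tests were used, whose smallest two-sided p for 4 mice against 4 is 0.0286. No sequencing batch is named in the paper's text, so none was modelled. The library names in the paper's supplementary table end in a suffix that differs between the groups, and a batch that follows it cannot be separated from the exposure.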

Clean reads were aligned to the mouse reference genome, achieving mapping ratios between 92.36% and 95.52% (**Supplementary Table S2**). The distribution of gene expression across all eight datasets is illustrated in boxplots (**Figure 5A**), while density plots revealed similar distribution characteristics on chromosomes between the Con and HH groups (**Figure 5B**). 

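Of the 54532 genes listed, 30878 had an FPKM above 0 in at least 1 sample, and between 22951 and 23966 had one in each sample. The share of genes at 0 was between 56.1% and 57.9% per sample. Over the genes above 0, the first quartile of log2(FPKM + 1) was 0.34 in Con_1, 0.35 in Con_2, 0.37 in Con_3 and 0.31 in Con_4, against 0.35 in HH_1, 0.40 in HH_2, 0.35 in HH_3 and 0.33 in HH_4. The medians ran from 1.44 to 1.53 in the Con group and from 1.44 to 1.58 in the HH group. The third quartiles ran from 3.15 to 3.24 in the Con group and from 3.16 to 3.23 in the HH group, so the groups' ranges overlapped at each quartile. The sum of FPKM per sample was 320556 to 342143 in the Con group and 325683 to 344258 in the HH group. The median ratio of a sample's genes to their geometric mean over the 8 samples was 1.002 to 1.007, so the values shared a common scale as deposited. The divisor per library that the FPKM values imply was 0.941 (HH_3) to 0.9999 (HH_2) times the fragments recovered on genes. It was therefore not their plain number. Values scaled by such ratios before deposit would give median ratios near 1 by themselves, so these ratios are not an independent check. The 10 genes with the most fragments held 4.55% (HH_2) to 8.80% (Con_1) of each sample's fragments.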

High reproducibility of the sequencing results was demonstrated by Pearson’s correlation coefficients exceeding 0.99 for matched biological replicates. Within-group correlations were also strong, with coefficients greater than 0.95. (**Figure 5C**). 

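Pearson's r of log2(FPKM + 1) was computed over all 54532 genes for each pair of samples. Within the Con group the 6 pairs had r from 0.983 to 0.988, and within the HH group the 6 pairs had r from 0.977 to 0.992. The squares of these values ran from 0.967 to 0.977 in the Con group and from 0.954 to 0.985 in the HH group. The 16 pairs of 1 Con and 1 HH sample had r from 0.976 to 0.989, so pairs within and between groups overlapped over most of their range. The mean r within groups exceeded the mean r between groups by 0.00137. Of the 35 ways to split the 8 samples into 4 and 4, the real one included, 3 gave a difference as large. With each mouse left out in turn, the difference ran from 0.00054 (without Con_2) to 0.00212 (without HH_2). The lowest r within a group belonged to HH_1 and HH_2, and the pairs of HH_2 with the other HH samples reached at most 0.982, while HH_3 and HH_4 had the highest r of all pairs. On FPKM without a logarithm, where a few abundant genes dominate, the lowest r within a group was 0.611. These correlations are across genes, which are not independent replicates.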

PCA further confirmed clear separation between the Con and HH groups in the PC1×PC2 score plot (**Figure 5D**). 

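Principal components were computed from log2(FPKM + 1) of the 30878 genes above 0 in any sample, centred and not scaled. PC1 held 25.9% of the variance and PC2 20.8%. The group means on PC1 did not differ (exact two-sided permutation test, p = 0.971), since PC1 mainly set HH_2, with a score of 49.5, apart from the other 7 samples, whose scores lay between -25.7 and 8.22. HH_1, HH_3 and HH_4 scored -25.7, -15.7 and -11.1, below all 4 Con samples. With HH_2 left out, the group means on PC1 differed by 36.9 (exact permutation test, p = 0.0571). On PC2 the Con samples scored 13.5, 36.1, 17.2 and -3.29 and the HH samples -23.6, -16.9, -10.8 and -12.3. All 4 HH samples lay below all 4 Con samples on PC2 (exact two-sided permutation test, p = 0.0286). The Con samples were spread over a wider range on PC2 than the gap between Con_4 and the nearest HH sample. The gene with the largest weight on PC2 was Ttr (0.161), followed by Ecrg4 (0.0992). With the 500 genes of highest variance in place of all genes, the groups differed on PC1 (exact permutation test, p = 0.0286) and not on PC2 (exact permutation test, p = 0.629).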

To identify differentially expressed genes (DEGs) under HH conditions, we conducted comparative analyses between the two groups, visualized through cluster heatmaps (**Figure 5E**) and volcano plots (**Figure 5F**). Compared to the Con group, 178 DEGs (70 upregulated and 108 downregulated) were obtained in the hippocampal tissue of mice in the HH group.

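At an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, limma on log2(FPKM + 1) called 23 DEGs among the 15929 genes tested, 21 higher and 2 lower in the HH group. The largest rises were in hemoglobin genes and in Alas2, which encodes the first enzyme of heme synthesis in red blood cell precursors. Hbb-bt had an FPKM of 13.8 ± 5.34 (SD, n = 4) in the Con group and 155.0 ± 50.8 (SD, n = 4) in the HH group. Its log2 fold change was 3.42 (standard error 0.31, adjusted p = 0.00544 from limma with Benjamini-Hochberg adjustment). Hbb-bs had an FPKM of 111 ± 36.0 and 985 ± 244 in the same order, and a log2 fold change of 3.15 (standard error 0.25, adjusted p = 0.00256 from limma). Hba-a1 rose by 3.06 (standard error 0.33) and Hba-a2 by 3.01 (standard error 0.36) on the log2 scale, with adjusted p of 0.00918 and 0.0127 from limma. Hba-a1 and Hba-a2 have nearly the same sequence, as do Hbb-bs and Hbb-bt, so how their fragments divide within each pair is uncertain. Alas2 had an FPKM of 1.22 ± 0.383 (SD, n = 4) in the Con group and 13.5 ± 4.12 (SD, n = 4) in the HH group, a log2 fold change of 2.68 (standard error 0.21, adjusted p = 0.00256 from limma). Of the genes that were lower, Gkn3 had an FPKM of 6.17 ± 3.48 in the Con group and 0.511 ± 0.248 in the HH group, where it had 3 to 11 fragments per mouse. Its log2 fold change was -2.15 (standard error 0.28, adjusted p = 0.0212 from limma). Rps27rt had a log2 fold change of -1.17 (standard error 0.17, adjusted p = 0.0350 from limma), and it shares most of its sequence with Rps27, so its level is uncertain. In each of these 7 genes all 4 HH mice lay on one side of all 4 Con mice, which the rule for naming them required. With each mouse left out in turn, Hbb-bt, Hbb-bs, Hba-a1 and Alas2 were called in all 8 fits, Hba-a2 in 5, Gkn3 in 4 and Rps27rt in 2. With each sample's score for choroid plexus markers as a covariate 6 DEGs were called, all higher in the HH group.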

**Figure 5:**
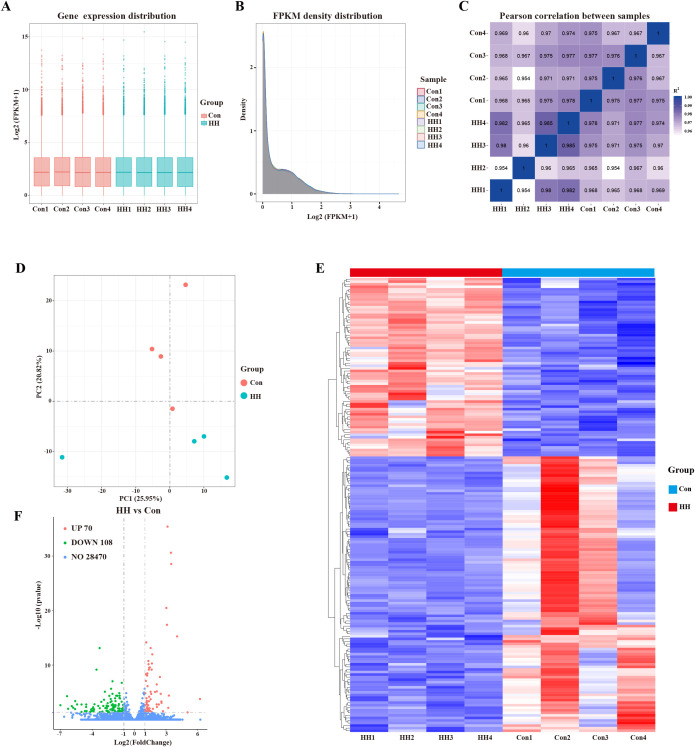
Features of RNA−sequencing data. **(A)** Boxplots of log2 (RPKM + 1) expression values for each sample. **(B)** Density plot of the distribution of log2 (RPKM + 1) values for each sample. **(C)** Pearson’s correlation analysis between samples. **(D)** PCA analysis. **(E)** Heatmap analysis of DEGs between the Con and HH groups. **(F)** Volcano plot analysis of DEGs between the Con and HH groups.

### Bioinformatics analysis

178 DEGs were subjected to PPI analysis using the STRING database (**Figure 6A**) and then visualized in Cytoscape software, generating a network with 123 nodes and 367 edges, excluding unconnected proteins (**Figure 6B**). 

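The 123 gene names in the network of Fig. 6B were read from the figure, 46 drawn as upregulated and 77 as downregulated. All 123 genes had the drawn direction in the deposited FPKM values, as difference of the group means of log2(FPKM + 1). Of these genes, 103 passed the expression filter, 38 of those drawn as upregulated and 65 of those drawn as downregulated. Their median log2 fold change was 1.01 for the upregulated genes and -1.04 for the downregulated genes. limma called 16 of the 103 at both thresholds over all genes tested, 15 upregulated and 1 downregulated, and 102 had an unadjusted p under 0.05. Adjusted over the 103 genes alone, 55 passed both thresholds, 19 upregulated and 36 downregulated. The list consists of the paper's own calls on these data, so this count shows no stability. The 4 Con and the 4 HH samples did not overlap for 88 of the 123 genes, where 2.86% of genes would do so by chance. The genes were chosen for a difference between these same samples, so neither this count nor the p of the set means below is evidence beyond that choice. The mean log2(FPKM + 1) over the 46 upregulated genes was 1.78 ± 0.13 (SD, n = 4) in the Con group and 2.85 ± 0.08 (SD, n = 4) in the HH group. Over the 77 downregulated genes it was 2.13 ± 0.57 (SD, n = 4) in the Con group and 1.04 ± 0.04 (SD, n = 4) in the HH group (exact two-sided permutation test, p = 0.0286 for each set). Within the Con group the downregulated genes varied between mice far more than within the HH group. Ttr, one of them, had an FPKM of 993, 7159, 2972 and 31.5 in the 4 Con mice and of 49.0, 11.3, 18.5 and 56.1 in the 4 HH mice.

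**Figure D1:**
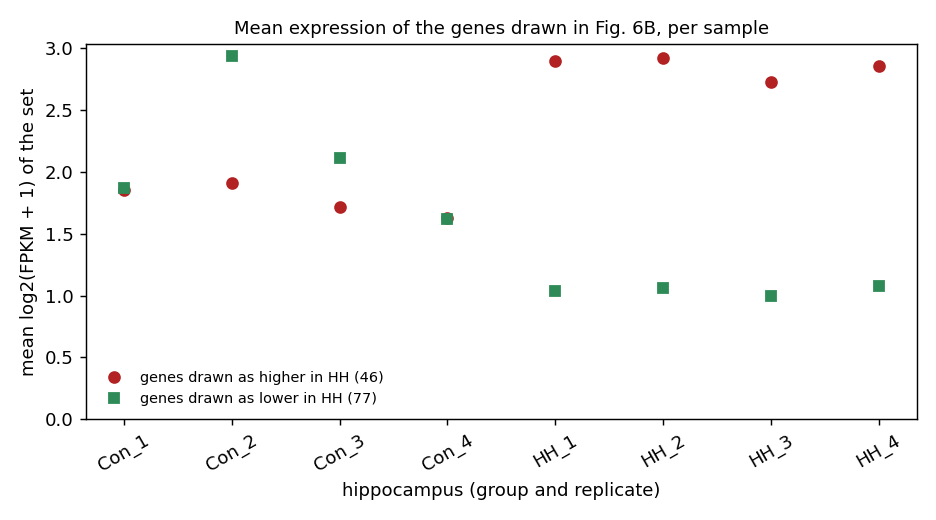
Mean log2(FPKM + 1) of the genes drawn as upregulated (46 genes, circles) and as downregulated (77 genes, squares) in Fig. 6B, for each hippocampus. The circles sit between 1.63 and 1.91 in the Con samples and between 2.73 and 2.92 in the HH samples; the squares run from 1.62 (Con_4) to 2.93 (Con_2) in the Con samples and from 0.99 to 1.08 in the HH samples.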

Red indicates upregulated genes, and green indicates downregulated genes. These targets were ranked by their “Degree value”, where larger circle sizes correspond to stronger interactions. To comprehensively characterize the core genes mediating the development of HACD, we employed five distinct topological analysis methods available in the CytoHubba plugin. For each algorithmic approach, the top 10 genes were selected as the hub genes (**Figures 6C–G**). 

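The positions of the following 7 protein-coding genes are those of GENCODE M21 on GRCm38 (mm10), counted from 1. Kdr (ENSMUSG00000062960) lies on chromosome 5 from 75932827 to 75978458, minus strand, and encodes the VEGF receptor 2 of endothelial cells. Vwf (ENSMUSG00000001930) lies on chromosome 6 from 125546774 to 125686679, plus strand, and encodes a clotting glycoprotein stored in endothelial cells. Spp1 (ENSMUSG00000029304) lies on chromosome 5 from 104435118 to 104441050, plus strand, and encodes the secreted glycoprotein osteopontin. Eng (ENSMUSG00000026814) lies on chromosome 2 from 32646595 to 32682669, plus strand, and encodes an accessory TGF-β receptor of endothelial cells. Acta2 (ENSMUSG00000035783) lies on chromosome 19 from 34241090 to 34255590, minus strand, and encodes the actin of vascular smooth muscle. Cdh1 (ENSMUSG00000000303) lies on chromosome 8 from 106603351 to 106670246, plus strand, and encodes the epithelial adhesion protein E-cadherin. Vegfa (ENSMUSG00000023951) lies on chromosome 17 from 46016993 to 46032369, minus strand, and encodes a growth and permeability factor of vessels. Kdr and Spp1 share chromosome 5 and do not overlap.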

Subsequent the core genes identified by the five algorithms were intersected (**Figure 6H**), and a total of eight genes were identified, namely kinase insert domain receptor (*Kdr*), von Willebrand factor (*Vwf*), secreted phosphoprotein 1 (*Spp1*), endoglin (*Eng*), actin alpha 2, smooth muscle (*Acta2*), cadherin 1 (*Cdh1*), serpin family E member 1 (*Serpine1*), and vascular endothelial growth factor A (*Vegfa*), which were defined as the core gene in the development of HACD. A targeted PPI network was generated to map interactions among these core genes (**Figure 6I**). Compared to the Con group, HH exposure significantly decreased the levels of *Spp1* and *Cdh1* (*p* < 0.01), while significantly increasing the levels of *Kdr*, *Eng*, *Vegfa*, *Acta2*, *Vwf*, and *Serpine1* (*p* < 0.01, **Figure 6J**).

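Group values are FPKM as mean ± SD over n = 4 mice per group, and each adjusted p is from limma with Benjamini-Hochberg adjustment over all genes tested. Kdr rose from 1.80 ± 0.447 in the Con group to 5.71 ± 1.18 in the HH group, a log2 fold change of 1.26 (standard error 0.16, adjusted p = 0.0191 from limma). Vwf rose from 1.34 ± 0.399 to 4.35 ± 0.394, a log2 fold change of 1.21 (standard error 0.14, adjusted p = 0.0108 from limma). Vegfa rose from 17.5 ± 3.58 to 40.6 ± 6.32, a log2 fold change of 1.17 (standard error 0.16, adjusted p = 0.0212 from limma). Eng rose from 8.01 ± 1.63 to 16.5 ± 2.67, a log2 fold change of 0.96 (standard error 0.16, adjusted p = 0.0626 from limma), and was not called a DEG. Spp1 was at 5.38 ± 3.30 in the Con group and 1.05 ± 0.489 in the HH group, a log2 fold change of -1.54 (standard error 0.33, adjusted p = 0.202 from limma). Acta2 was lower in the HH group, 13.7 ± 4.89 in the Con group against 5.36 ± 0.835, a log2 fold change of -1.15 (standard error 0.24, adjusted p = 0.177 from limma). Cdh1 (0.392 ± 0.182 and 0.0637 ± 0.0330) lay under the filter of 0.5 FPKM and was not tested by limma. Its group means of log2(FPKM + 1) differed by -0.38, from 12 to 39 fragments per Con mouse and 2 to 7 per HH mouse. For each of these 7 genes, all 4 HH mice lay on one side of all 4 Con mice (exact two-sided permutation test on log2(FPKM + 1), p = 0.0286, and 0.0286 after Benjamini-Hochberg adjustment over the 8 genes). Adjusted over the 6 tested genes alone, limma's p was between 4.88e-05 and 0.00112, but the list was drawn from the same data and this shows no stability. Without a filter on low FPKM, limma called none of the 8 genes, and the smallest adjusted p among them was 0.0632. Within groups, the values of Acta2, Spp1 and Cdh1 followed a score of 8 leptomeningeal marker genes. The median r of their deviations from the group means was 0.834 (gene permutation with 10000 random sets of genes of matched expression, p = 0.0012). This test was chosen after the result was seen. Its random sets resample genes and not mice, so its p does not measure the spread between mice.

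**Figure D2:**
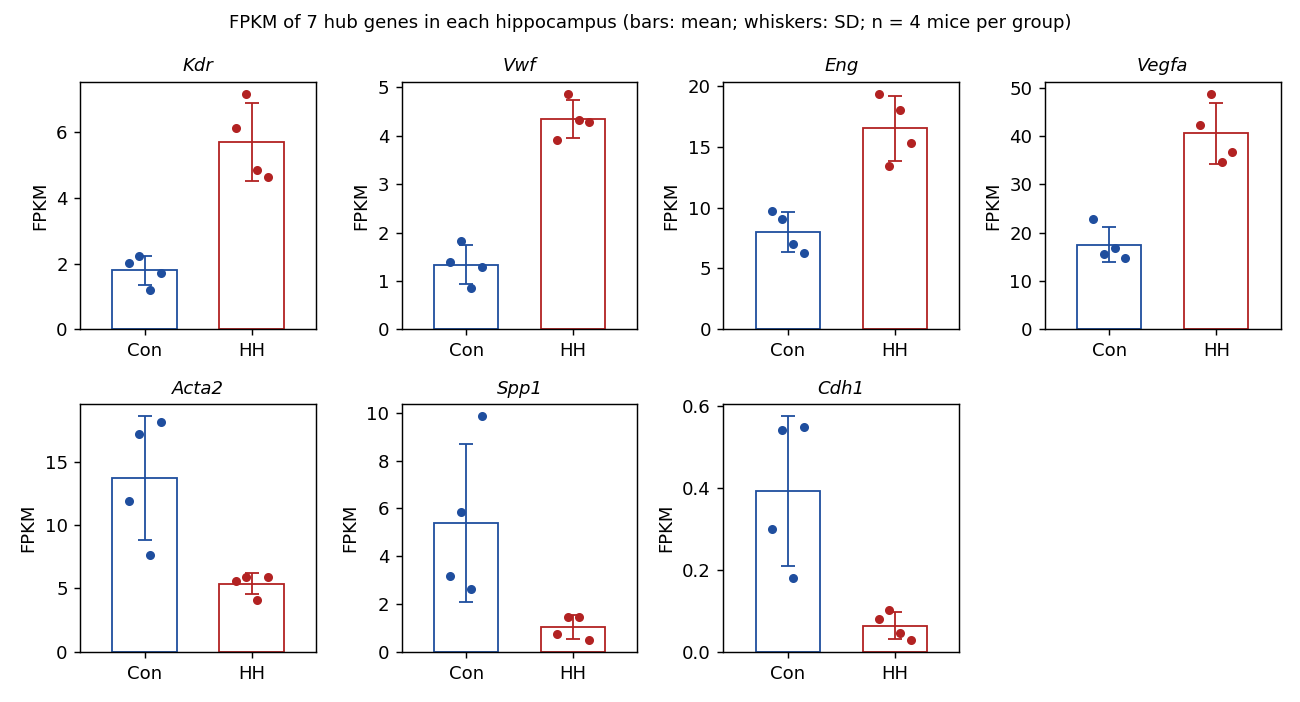
FPKM of each of 7 hub genes in the 4 Con and the 4 HH mice, on linear axes starting at 0 with a separate scale per gene. Points are mice, bars are group means and whiskers are SD; Kdr, Vwf, Eng and Vegfa sit higher in all 4 HH mice and Acta2, Spp1 and Cdh1 lower.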

**Figure 6:**
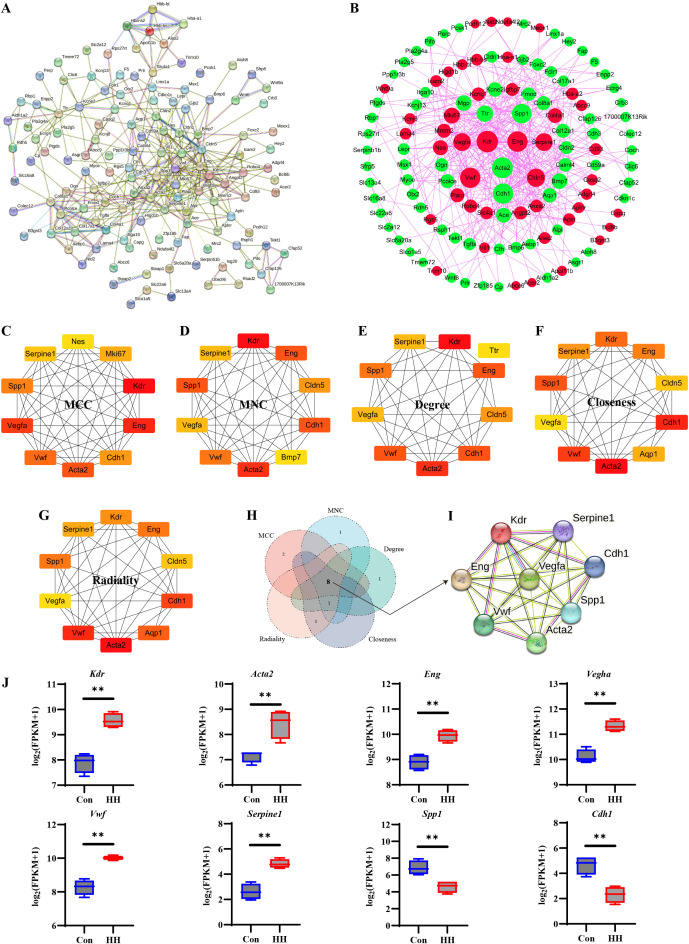
Screen of the hub targets from the DEGs. **(A)** PPI network by stinging. **(B)** PPI network by Cytoscape. Red circles indicate significantly upregulated DEGs, while green circles indicate significantly downregulated DEGs. Node size corresponds to the degree value. **(C)** Top 10 hub genes determined by the MCC algorithm. **(D)** Top 10 hub genes determined by the MNC algorithm. **(E)** Top 10 hub genes determined by the Degree algorithm. **(F)** Top 10 hub genes determined by the Closeness algorithm. **(G)** Top 10 hub genes determined by the Radiality algorithm. **(H)** Venn diagram for screening overlapping hub genes derived from five algorithms. **(I)** PPI network of the 8 core genes derived from STRING database. **(J)** Relative levels of 8 core genes between two groups. ^**^p < 0.01.

178 DEGs were then functionally annotated using Gene Ontology (GO) analysis, by which identified 843 significantly enriched terms, comprising 693 terms in BP, 43 terms in CC, and 107 terms in MF. The top 10 enriched GO terms from each ontology (BP, CC, MF) ranked by p value were identified and graphically represented in a bubble chart (**Figure 7A**). BP analysis indicated that DEGs were primarily enriched in response to wounding, wound healing, endothelial cell proliferation, and regulation of body fluid levels. For CC, DEGs were primarily located in extracellular matrix, collagen-containing extracellular matrix, basal plasma membrane, and secretory granule. For MF, DEGs were mainly enriched in extracellular matrix structural constituent, glycosaminoglycan binding, receptor ligand activity, and growth factor binding.

**Figure 7:**
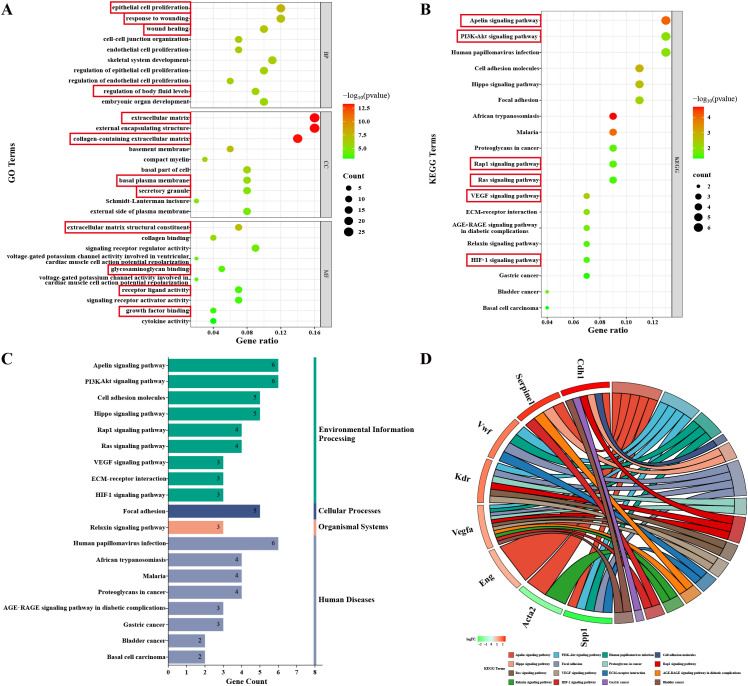
Bioinformatic analysis. **(A)** GO analysis of DEGs in the Con and HH groups, showing the top 10 categories with the least p values for each classification. **(B)** KEGG analysis of DEGs in the Con and HH groups, highlighting the significantly enriched pathways ordered by p values. **(C)** Categorical histograms of the significantly enriched pathways. **(D)** Chord plot illustrates the detailed relationship between core genes and the significantly enriched pathways.

KEGG pathway enrichment analysis revealed 19 significantly enriched signaling pathways, which were visualized in a KEGG bubble chart (**Figure 7B**) and further categorized in a histogram (**Figure 7C**). Among these pathways, several relevant signaling cascades were identified, including Apelin signaling pathway, PI3K-Akt signaling pathway, Rap1 signaling pathway, Ras signaling pathway, VEGF signaling pathway, and HIF-1 signaling pathway. Detailed relationship between core genes and these significantly enriched pathways were presented by chord plot (**Figure 7D**). Four core genes, including *Kdr*, *Vegfa*, *Vwf*, and *Spp1*, participated in the PI3K-Akt signaling pathway. These findings underscore the critical role of the PI3K/AKT signaling pathway in the development of HACD.

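The fragments behind these 4 genes were 158 to 318 per Con mouse and 633 to 979 per HH mouse for Kdr, and 990 to 1495 and 2146 to 3156 for Vegfa. They were 198 to 461 and 860 to 1181 for Vwf, and 63 to 253 and 13 to 36 for Spp1. Leaving out each mouse in turn kept the log2 fold change of Kdr between 1.15 and 1.34, and of Spp1 between -1.76 and -1.23, and those of Vegfa and Vwf stayed above 1. In these 8 fits Vwf was called 6 times, Kdr and Vegfa 2 times each, and Spp1 never. With the choroid plexus score as a covariate, none of the 4 genes was called (adjusted p from limma 0.122 to 0.468), while the log2 fold changes were 1.28 for Kdr, 1.29 for Vwf and -1.79 for Spp1, each larger in size than without it, and that of Vegfa was smaller than without it. With the leptomeningeal score as a covariate, Kdr and Vwf were called (adjusted p = 0.0348 from limma for each), and Vegfa and Spp1 were not. On the recovered fragments in place of FPKM (voom, a setting chosen after seeing the data), the log2 fold changes were 1.67 for Kdr, 1.22 for Vegfa, 1.74 for Vwf and -2.29 for Spp1. Their adjusted p from limma's voom were 0.00505, 0.00654, 0.00188 and 0.193.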

### Validation of RNA-seq data using qRT-PCR

To verify the reliability of the transcriptome sequencing results in our study, four core DEGs (1 downregulated and 3 upregulated) related to the PI3K/AKT signaling pathway screened by PPI were further quantified via qRT-qPCR. As illustrated in **Figure 8A**, HH exposure significantly decreased the levels of *Spp1* (*p* < 0.01), while markedly elevating the levels of *Vwf*, *Vegfa*, and *Kdr* (*p* < 0.01) compared to the Con group. These results corroborate the RNA-seq data, confirming its accuracy and reliability.

**Figure 8:**
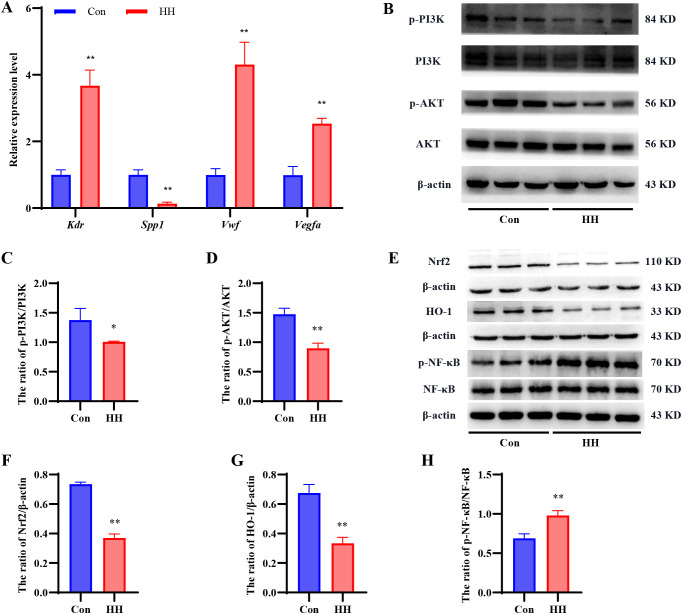
Effects of HH on the expression of genes and proteins related to PI3K/AKT signaling pathway in mouse hippocampus. **(A)** The relative mRNA expression levels of *Kdr*, *Spp1*, *Vwf*, and *Vegfa* screened via qRT-PCR. **(B)** Representative western blots of p-PI3K, PI3K, p-AKT, and AKT. Quantitative analysis of the p-PI3K/PI3K **(C)** and p-AKT/AKT **(D)** ratios. **(E)** Representative western blots of Nrf2, HO-1, p-NF-κB, and NF-κB. Quantitative analysis of the Nrf2/β-actin **(F)**, HO-1/β-actin **(G)**, and p-NF-κB/NF-κB **(H)** ratios. Data are presented as mean ± SD. Statistical comparisons were performed by Student’s t test. For qRT-PCR, n = 6 per group; for Western blot analysis, n = 3 per group, ^*^p < 0.05, ^**^p < 0.01 vs. Con group.

### HH induced cognitive impairment via regulating the PI3K/AKT signaling pathway

The RNA-seq analysis showed that the PI3K/AKT signaling pathway was associated with HACD. 

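The assignment of genes to pathways was not repeated here, because the pathway's gene list was not used. Genes at the centre of the pathway were tested singly, from a list of 12 set before the data were examined. None of the 12 passed both thresholds in any of the fits run. Besides Pik3ca and Akt1, the tested genes Pik3cb, Pik3cd, Pik3r1, Pik3r2, Pik3r3, Akt2 and Pdpk1 had log2 fold changes between -0.18 (Pik3r1, standard error 0.11) and 0.17 (Pdpk1, standard error 0.15). Of the 12 genes 11 were tested, and the fold changes of the remaining tested ones are not given here. Adjusted over the list alone, the smallest p from limma was 0.424. Pik3cg had 27 to 48 fragments per Con mouse and 30 to 39 per HH mouse and lay under the expression filter. The mean log2(FPKM + 1) over the 12 genes was 3.46 ± 0.07 (SD, n = 4) in the Con group and 3.51 ± 0.06 (SD, n = 4) in the HH group (exact two-sided permutation test, p = 0.314). These values measure mRNA and not phosphorylation. From its RNA-seq, the paper draws on the pathway enrichment of its DEGs (Fig. 7B) and on the core genes assigned to the PI3K-Akt signaling pathway (Fig. 7D). Its results section takes these to underscore a critical role of the pathway in HACD. Its abstract, more cautiously, reads the enrichment as a potential involvement. The paper has other evidence too. It tested Kdr, Spp1, Vwf and Vegfa by qRT-PCR (Fig. 8A). It measured phosphorylated PI3K and AKT, and Nrf2, HO-1 and NF-κB, by Western blot (Fig. 8B-H). From the blots its abstract reports that the pathway was inhibited, which the mRNA values here do not measure.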

To further confirm this finding, the expression of key proteins in this pathway, including PI3K, p-PI3K, AKT, and p-AKT, was detected via Western blot (**Supplementary Figure S2**). As shown in **Figures 8B–D**, HH exposure significantly lowered the p-PI3K/PI3K and p-AKT/AKT ratios in hippocampal tissue (*p* < 0.01), compared to Con group, indicating that HH-induced cognitive dysfunction was closely associated with inhibition of the PI3K/AKT signaling pathway.

To further elucidate the downstream consequences of PI3K/AKT pathway inhibition, we examined the expression of Nrf2 and HO-1, two antioxidant proteins regulated by this pathway, as well as the phosphorylation level of NF-κB, a key inflammatory factor negatively modulated by PI3K/AKT signaling via Western blot (**Supplementary Figure S3**). As presented in **Figures 8E–H**, HH exposure significantly decreased the protein expression of Nrf2 and HO-1 in the hippocampal tissue (*p* < 0.01). Moreover, the ratio of phosphorylated NF-κB (p-NF-κB) to total NF-κB was markedly increased (*p* < 0.01), indicating NF-κB pathway activation. These results suggest that HH-induced inhibition of the PI3K/AKT pathway leads to suppression of the antioxidant defense system and concurrent activation of neuroinflammatory responses, both of which may be linked to the observed cognitive impairment.

## Discussion

HH, a primary physiological challenge in high-altitude environments, is known to induce cognitive dysfunction. However, the underlying mechanisms remain complex and not fully understood. Preventing HACD is a significant global challenge. Although many agents have shown efficacy in HACD, few have been used in clinical practice. Therefore, developing safe and effective drugs or strategies to prevent and treat HACD remains a critical research priority. In this study, we examined the characteristics of HACD and further explored potential mechanism through transcriptomic analysis. Our research provided direct evidence that oxidative stress and inflammation, regulated by the PI3K/AKT signaling pathway, are involved in HACD, offering potential new therapeutic targets.

Previous research indicated that even brief exposure to high altitudes (e.g., 15 minutes at 6096 m) can rapidly impair learning and memory functions, particularly memory encoding, retrieval, and retention (Nation et al., 2017). Our data also revealed that episodic-like declarative memory and learning and memory functions were impaired in mice exposed to HH, as demonstrated by a decreased DI in the NOR test and increased escape latencies in the MWM test. The hippocampus, a key brain region that controls learning and memory, is particularly susceptible to hypoxia (Eichenbaum, 2000). HH exposure can lead to neuronal fixation, degeneration, and apoptosis in hippocampal pyramidal neurons, which are likely key contributors to memory impairment (Maiti et al., 2007; Zhang et al., 2024a). Our histopathological analyses using HE and Nissl staining further confirmed HH-induced damage in the hippocampal region, aligning with prior studies.

Exposure to high altitude results in cognitive deficit accompanied by oxidative stress in the hippocampus (Lin et al., 2012). Oxygen is essential for cellular homeostasis and adenosine triphosphate (ATP) production via oxidative phosphorylation in the mitochondrial respiratory chain (Gnaiger, 2001). Reduced oxygen levels disrupt oxidative phosphorylation, resulting in the overgeneration of ROS (Kalyanaraman, 2013). Excessive ROS can destroy the basement membrane of the BBB, causing vasogenic edema, and disrupting the brain’s oxidative and antioxidant systems, ultimately resulting in cognitive impairment. In our study, HH exposure significantly increased levels of oxidative stress markers (H_2_O_2_ and MDA) while reducing antioxidant defenses (SOD and GSH) in the hippocampus, further supporting the role of oxidative stress in HACD.

HH exposure also triggers a robust inflammatory response. Pro-inflammatory cytokines such as IL-1β, IL-6, and TNF-α are significantly elevated under HH conditions (Pham et al., 2021). The hippocampus, which expresses abundant receptors for these cytokines, such as IL-1β and TNF-α receptors, is particularly susceptible to neuroinflammation (Rothwell et al., 1996). Thus, neuroinflammation-induced impairments in hippocampal structure and function contribute to diminished memory performance. Many studies have proven that excessive inflammation contributes, at least partially, to HACD (Li et al., 2024b). Our findings align with these observations, as the contents of pro-inflammatory cytokines significantly enhanced, while anti-inflammatory cytokines significantly reduced in the hippocampus of mice with HACD.

Following these tests, we conducted RNA-seq and transcriptome analysis of hippocampal tissue. HH exposure leads to changes in the expression of corresponding genes (Manella et al., 2022). Relying on transcriptomic methods to analyze the changes of related genes can further reveal the occurrence and mechanism underlying HACD and provide effective measures for prevention and treatment. In the current study, 695 DEGs (265 upregulated and 430 downregulated) between the Con and HH groups were obtained.

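At an adjusted p of at most 0.05 with no threshold on the fold change, limma on log2(FPKM + 1) passed 36 genes, 31 higher and 5 lower in the HH group. At an unadjusted p under 0.05, 1174 of the genes tested passed. With an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 1, 113 genes passed, 41 higher and 72 lower. On the recovered fragments of the 22554 genes with at least 10 fragments in total, the same unadjusted thresholds passed 757 genes, 346 higher and 411 lower. Both unadjusted settings were chosen after seeing the data.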

A key finding from our study is that 8 crucial targets related to HACD, including *Kdr*, *Eng*, *Vegfa*, *Acta2*, *Vwf*, *Spp1*, *Cdh1*, and *Serpine1*, were identified via PPI analysis. Notably, these core targets are closely associated with BBB homeostasis and are involved in regulating the structural integrity and physiological function of the BBB. Spp1 is responsible for encoding osteopontin (OPN), a neuroprotective glycoprotein (Meller et al., 2005) abundant in acidic phosphate (Wen et al., 2024). OPN treatment has been shown to inhibit the BBB disruption after subarachnoid hemorrhage (SAH) (Suzuki et al., 2010) and activated the PI3K/AKT signaling pathway (Pang et al., 2021). CDH1, also known as E-cadherin, is a calcium-dependent adhesion glycoprotein essential for maintaining tissue integrity and homeostasis (Zhang et al., 2025). As a key component of adherens junctions, it directly regulates cell adhesion and helps maintain tight junction structure across the brain endothelium (He et al., 2025). 

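Spp1 had an FPKM of 3.17, 5.86, 2.64 and 9.86 in the 4 Con mice and of 0.754, 1.45, 1.47 and 0.509 in the 4 HH mice. The highest Con value was 1 mouse's, and without that mouse the log2 fold change was -1.23. Cdh1 had an FPKM of 0.299, 0.541, 0.181 and 0.548 in the Con mice and of 0.0799, 0.101, 0.0455 and 0.0282 in the HH mice. At 2 to 7 fragments in each HH mouse, the size of the fall of Cdh1 carries a large counting error. Leaving out each mouse in turn, the difference of its group means of log2(FPKM + 1) stayed between -0.46 and -0.33.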

In our study, HH exposure downregulated the expressions of *Spp1* and *CDH1*, implicating that PI3K/AKT signaling pathway inhibition and BBB disruption are involved in HACD. Vegfa, which belongs to the VEGF family, is a permeability factor for promoting endothelial cell growth and angiogenesis. In addition, VEGF is reported to disrupt the barrier function of the BBB and increase its permeability by inducing tight junction protein degradation (Hu et al., 2022; Yang et al., 2024). Recent studies have identified that HH upregulated VEGF expressions (Chang et al., 2023). The *Kdr* gene encodes vascular endothelial growth factor receptor 2 (VEGFR-2), a transmembrane glycoprotein composed of 1,356 amino acids that is predominantly expressed in neurons and vascular endothelial cells (Shah et al., 2025). Overexpression of VEGFA activates downstream signaling pathways by binding to VEGFR2, leading to increased BBB permeability (Peng et al., 2024). VWF is an ultra-large multimeric glycoprotein that is only synthesized and stored in Weibel-Palade bodies (WPB) of endothelial cells (Zanetta et al., 2000). Previous studies have shown that raised Vwf exacerbates brain inflammatory responses, BBB disruption, and edema formation (Suidan et al., 2010; Zhu et al., 2016). Acta2, also known as alpha smooth muscle actin (α-SMA), is a major contractile protein expressed in brain vessels, thereby playing a crucial role in regulating blood vessel contraction (Yuan, 2015). Endoglin (ENG), a homodimeric transmembrane glycoprotein abundantly expressed on vascular endothelial cells including the brain endothelium (Matsubara et al., 2000), functions as an accessory TGF-β receptor that regulates endothelial cell proliferation and migration during angiogenesis (Tian et al., 2010). Notably, upon hypoxia, ENG is extensively upregulated and acts as a direct inflammatory mediator at the brain endothelium (Haarmann et al., 2022). Serpine1, also known as plasminogen activator inhibitor-1 (PAI-1), is a key component of the plasma fibrinolytic system that regulates thrombolysis and has been implicated in pathological conditions including fibrosis and inflammation (Miyata, 2025; Zhou et al., 2025). In our study, we also found that HH exposure upregulated the expressions of *Kdr*, *Eng*, *Vegfa*, *Acta2*, *Vwf*, and *Serpine1*, which likely contributed to the BBB disruption and neuroinflammation.

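Acta2 had an FPKM of 11.9, 17.1, 7.64 and 18.1 in the 4 Con mice and of 5.58, 5.88, 4.13 and 5.87 in the 4 HH mice, so every HH mouse lay below every Con mouse. Its log2 fold change was negative in every fit run, from -1.38 to -0.71, and in the fit without Con replicate 3 it passed both thresholds. Eng had an FPKM of 9.73, 9.02, 7.03 and 6.27 in the Con mice and of 19.4, 13.4, 18.0 and 15.3 in the HH mice. Its log2 fold change stayed between 0.87 and 1.05 with each mouse left out in turn, and Eng was called in 1 of these 8 fits, the one without HH replicate 2. It was also called on the recovered fragments (voom, a setting chosen after seeing the data), where its log2 fold change was 1.05 (adjusted p = 0.0300 from limma's voom).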

The BBB is pivotal in preserving brain homeostasis and neurological function. In this study, HH-exposed mice exhibited significantly increased EB leakage and decreased expression of the tight junction proteins ZO-1 and Occludin. Given that tight junction proteins are essential for maintaining BBB function, their downregulation provides a mechanistic basis for the observed hyperpermeability. These findings align with the established link between BBB disruption and cognitive impairment (Che et al., 2024), suggesting that HH-induced BBB damage may contribute to the memory deficits observed in our model.

KEGG pathway enrichment analysis indicated that the PI3K/AKT signaling pathway was the most significantly enriched in DEGs. The PI3K/AKT pathway is a key modulator of cellular processes such as survival, apoptosis, and cognitive function in the central nervous system (Wang et al., 2022). PI3K activates AKT by promoting the production of phosphatidylinositol 3,4,5-trisphosphate (PIP3) (Kearney et al., 2021). AKT, in turn, regulates downstream signaling molecules, including NF-κB and Nrf2. AKT negatively regulates NF-κB to suppress pro-inflammatory cytokine expression, while it positively regulates Nrf2 to improve cellular resistance to oxidative stress (Bayo Jimenez et al., 2022; Fu et al., 2022). Inhibition of the PI3K/AKT signaling pathway has been linked to impaired learning and memory induced by different stress (Wang et al., 2021; Yang et al., 2023a; Xiong et al., 2024). In addition, PI3K/AKT signaling pathway is also participated in the pathogenesis of HH induced injury, such as cerebral edema (Gong et al., 2018), lung injury (Li et al., 2023), myocardial injury (Wang et al., 2020), and pulmonary hypertension (Ji et al., 2022). Combined with transcriptome data and previous literature, it is speculated that PI3K/AKT signaling pathway has a pivotal role in the occurrence and development of HACD.

To elucidate the function of PI3K/AKT signaling pathway in HACD, we first validated four hub genes associated with this pathway-*Spp1, Vwf, Vegfa, and Kdr*-using qRT-PCR. The trends of these genes were consistent with our RNA-seq results, confirming their involvement in HACD. Given the crucial role of these genes, we next sought to determine whether the PI3K/AKT pathway itself is functionally altered following HH exposure. We detected the phosphorylation status of PI3K and AKT, as only their phosphorylated forms are enzymatically active (Chu et al., 2018). Western blot analysis revealed that there were significant decreases in the p-PI3K/PI3K and p-AKT/AKT ratios in the hippocampal tissue of mice suffering from HACD compared to the Con group, suggesting that the PI3K/AKT signaling pathway was inhibited. Furthermore, we examined the expression of downstream effectors. As expected, the expression levels of Nrf2 and HO-1 were significantly decreased following HH exposure, while the p-NF-κB/NF-κB ratio was elevated, indicating NF-κB pathway activation. These findings further suggest that the inhibition of the PI3K/AKT signaling pathway may be involved in HACD, potentially by promoting neuroinflammation (via NF-κB activation) and impairing antioxidant defense mechanisms (via Nrf2/HO-1 downregulation).

There were several limitations in this study. First, due to the observational design, causal conclusions regarding PI3K/AKT inhibition in HACD cannot be drawn; further studies using pathway activators are needed. Second, the limited sample size may have restricted our capacity to identify significant alterations in key PI3K/AKT pathway genes, specifically PIK3CA and AKT1. 

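Pik3ca had an FPKM of 7.00 ± 0.461 (SD, n = 4) in the Con group and 6.74 ± 0.138 (SD, n = 4) in the HH group, from 823 to 1052 fragments per mouse. Its log2 fold change was -0.05 (standard error 0.09, adjusted p = 0.945 from limma). Akt1 had an FPKM of 44.2 ± 3.81 (SD, n = 4) in the Con group and 50.3 ± 1.64 (SD, n = 4) in the HH group, from 2624 to 3261 fragments per mouse. Its log2 fold change was 0.19 (standard error 0.09, adjusted p = 0.736 from limma). All 4 HH mice had a higher Akt1 value than all 4 Con mice (exact two-sided permutation test, p = 0.0286, and 0.343 after Benjamini-Hochberg adjustment over the 12 genes of the pathway's core). With each mouse left out in turn, the log2 fold change stayed between -0.08 and -0.02 for Pik3ca and between 0.15 and 0.23 for Akt1.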

Third, we did not explore other PI3K/AKT-related processes such as synaptic neuroplasticity and apoptosis. Fourth, we used male mice that are more sensitive to the plateau environment in our study, but this can lead to gender bias. Fifth, our analysis focused on the whole hippocampus rather than each subregion of the hippocampus, which may exhibit distinct responses to HH stimulation. Future studies should address these aspects.

To sum up, our study provided evidence that HH exposure is associated with cognitive dysfunction, accompanied by inhibition of the PI3K/AKT signaling pathway, increased oxidative stress, neuroinflammation, and BBB disruption in the hippocampus. These findings suggest that the PI3K/AKT pathway may play a crucial role in the pathophysiology of HACD and could represent a potential therapeutic target for further investigation.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: RNA-Seq data can be found online at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE290548.

# Supplementary material for: Transcriptomic analysis and experimental verification reveal the involvement of PI3K/AKT signaling pathway in high-altitude cognitive dysfunction
**Source:** Front Physiol. 2026 Apr 23;17:1781613. doi: 10.3389/fphys.2026.1781613
**Supplement:** Supplementary file 1

**Supplementary Information**

**Transcriptomic analysis and experimental verification reveal the involvement of PI3K/AKT signaling pathway in high-altitude cognitive dysfunction**

Yu Xin^1,2^, Chenyu Yang^2^, Gege Wang^1,2^, Huiping Ma^2*^, Linlin Jing^1,2*^

**Linlin Jing,** Department of Pharmacy, The First Affiliated Hospital of Xi'an Jiaotong University, NO.277 Yanta West Road, Yanta District, Xi’an, Shaanxi, 710061, People’s Republic of China.

**Huiping Ma**, Department of pharmacy, the 940th Hospital of Joint Logistics Support force of PLA, NO.333 Binhe South Road, Qilihe District, Lanzhou, 730050, Gansu, People’s Republic of China*.*

Table S1 Sample sequencing data quality summary

| **sample** | **library** | **raw_reads** | **raw_bases** | **clean_reads** | **clean_bases** | **error_rate** | **Q20** | **Q30** | **GC_pct** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Mod-1** | **FRAS230110328-2r** | **39506620** | **5.93G** | **37331544** | **5.6G** | **0.03** | **97.56** | **93.63** | **48.67** |
| **Mod-2** | **FRAS230110330-2r** | **39417106** | **5.91G** | **39270204** | **5.89G** | **0.03** | **97.25** | **93.33** | **50.31** |
| **Mod-3** | **FRAS230110331-2r** | **43745780** | **6.56G** | **40081542** | **6.01G** | **0.03** | **97.37** | **93.34** | **48.36** |
| **Mod-4** | **FRAS230110332-2r** | **43307774** | **6.5G** | **40918732** | **6.14G** | **0.03** | **97.59** | **93.74** | **48.85** |
| **Con-1** | **FRAS230110335-1r** | **43213992** | **6.48G** | **40571858** | **6.09G** | **0.03** | **97.54** | **93.76** | **47.96** |
| **Con-2** | **FRAS230110336-1r** | **42699498** | **6.4G** | **40517400** | **6.08G** | **0.03** | **97.67** | **93.92** | **48.2** |
| **Con-3** | **FRAS230110337-1r** | **41494616** | **6.22G** | **38837198** | **5.83G** | **0.03** | **97.48** | **93.58** | **49.31** |
| **Con-4** | **FRAS230110338-1r** | **44335194** | **6.65G** | **41757212** | **6.26G** | **0.03** | **97.67** | **93.86** | **48** |

Table S2 Statistics of comparison between samples and reference genomes

| **sample** | **total_reads** | **total_map** | **unique_map** | **multi_map** | **read1_map** | **read2_map** | **positive_map** | **negative_map** | **splice_map** | **unsplice_map** | **proper_map** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Mod-1** | **37331544** | **35369572(94.74%)** | **33504444(89.75%)** | **1865128(5.0%)** | **16742812(44.85%)** | **16761632(44.9%)** | **16743757(44.85%)** | **16760687(44.9%)** | **8292120(22.21%)** | **25212324(67.54%)** | **31855732(85.33%)** |
| **Mod-2** | **39270204** | **36268764(92.36%)** | **34920970(88.92%)** | **1347794(3.43%)** | **17442959(44.42%)** | **17478011(44.51%)** | **17473279(44.5%)** | **17447691(44.43%)** | **9306456(23.7%)** | **25614514(65.23%)** | **33051736(84.16%)** |
| **Mod-3** | **40081542** | **37663284(93.97%)** | **35565253(88.73%)** | **2098031(5.23%)** | **17789084(44.38%)** | **17776169(44.35%)** | **17774323(44.35%)** | **17790930(44.39%)** | **7992072(19.94%)** | **27573181(68.79%)** | **33528188(83.65%)** |
| **Mod-4** | **40918732** | **38627247(94.4%)** | **36631085(89.52%)** | **1996162(4.88%)** | **18344525(44.83%)** | **18286560(44.69%)** | **18307981(44.74%)** | **18323104(44.78%)** | **8886444(21.72%)** | **27744641(67.8%)** | **34556854(84.45%)** |
| **Con-1** | **40571858** | **38491274(94.87%)** | **36062405(88.89%)** | **2428869(5.99%)** | **18053780(44.5%)** | **18008625(44.39%)** | **18023494(44.42%)** | **18038911(44.46%)** | **8182642(20.17%)** | **27879763(68.72%)** | **33981128(83.76%)** |
| **Con-2** | **40517400** | **38702715(95.52%)** | **36623512(90.39%)** | **2079203(5.13%)** | **18311625(45.19%)** | **18311887(45.2%)** | **18304828(45.18%)** | **18318684(45.21%)** | **8958421(22.11%)** | **27665091(68.28%)** | **34802818(85.9%)** |
| **Con-3** | **38837198** | **36359760(93.62%)** | **34823986(89.67%)** | **1535774(3.95%)** | **17412190(44.83%)** | **17411796(44.83%)** | **17412387(44.83%)** | **17411599(44.83%)** | **8276658(21.31%)** | **26547328(68.36%)** | **32812358(84.49%)** |
| **Con-4** | **41757212** | **39359477(94.26%)** | **37114613(88.88%)** | **2244864(5.38%)** | **18585982(44.51%)** | **18528631(44.37%)** | **18543723(44.41%)** | **18570890(44.47%)** | **9808098(23.49%)** | **27306515(65.39%)** | **34884914(83.54%)** |

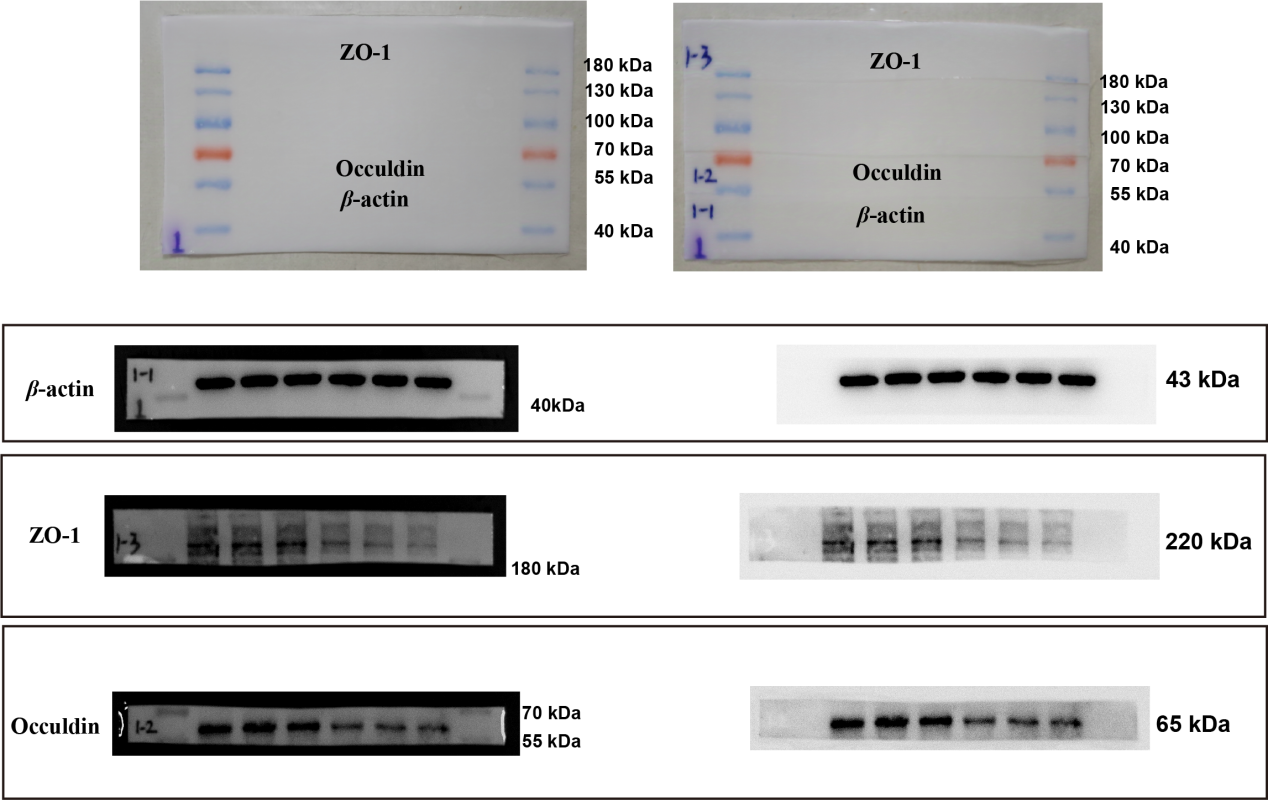

Figure S1. Uncropped western blots used for Figure 4B.

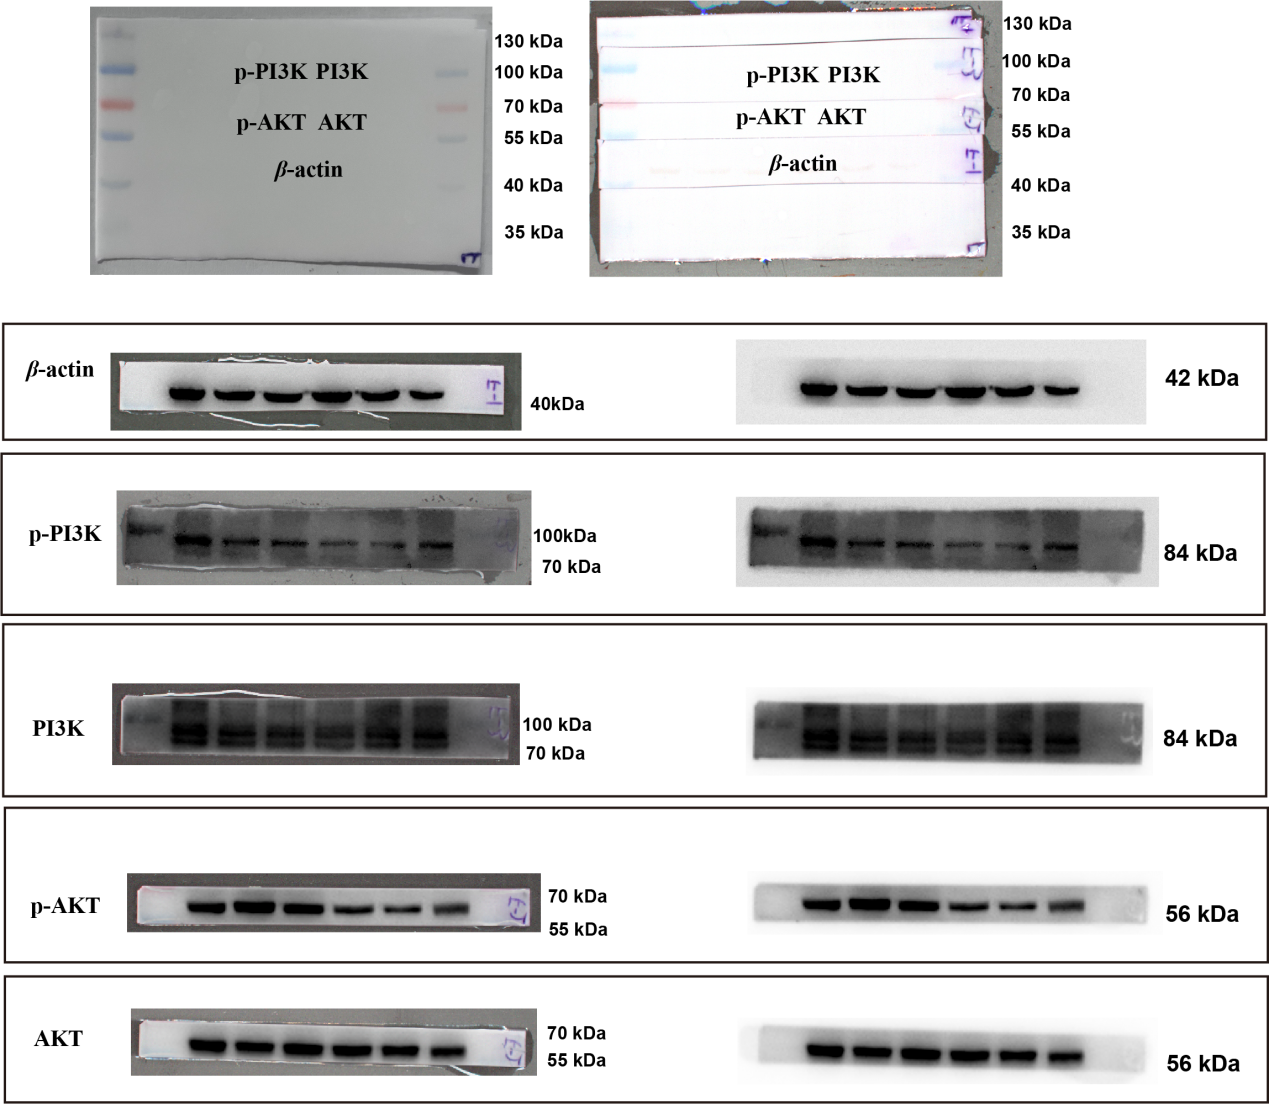

Figure S2. Uncropped western blots used for Figure 8B.

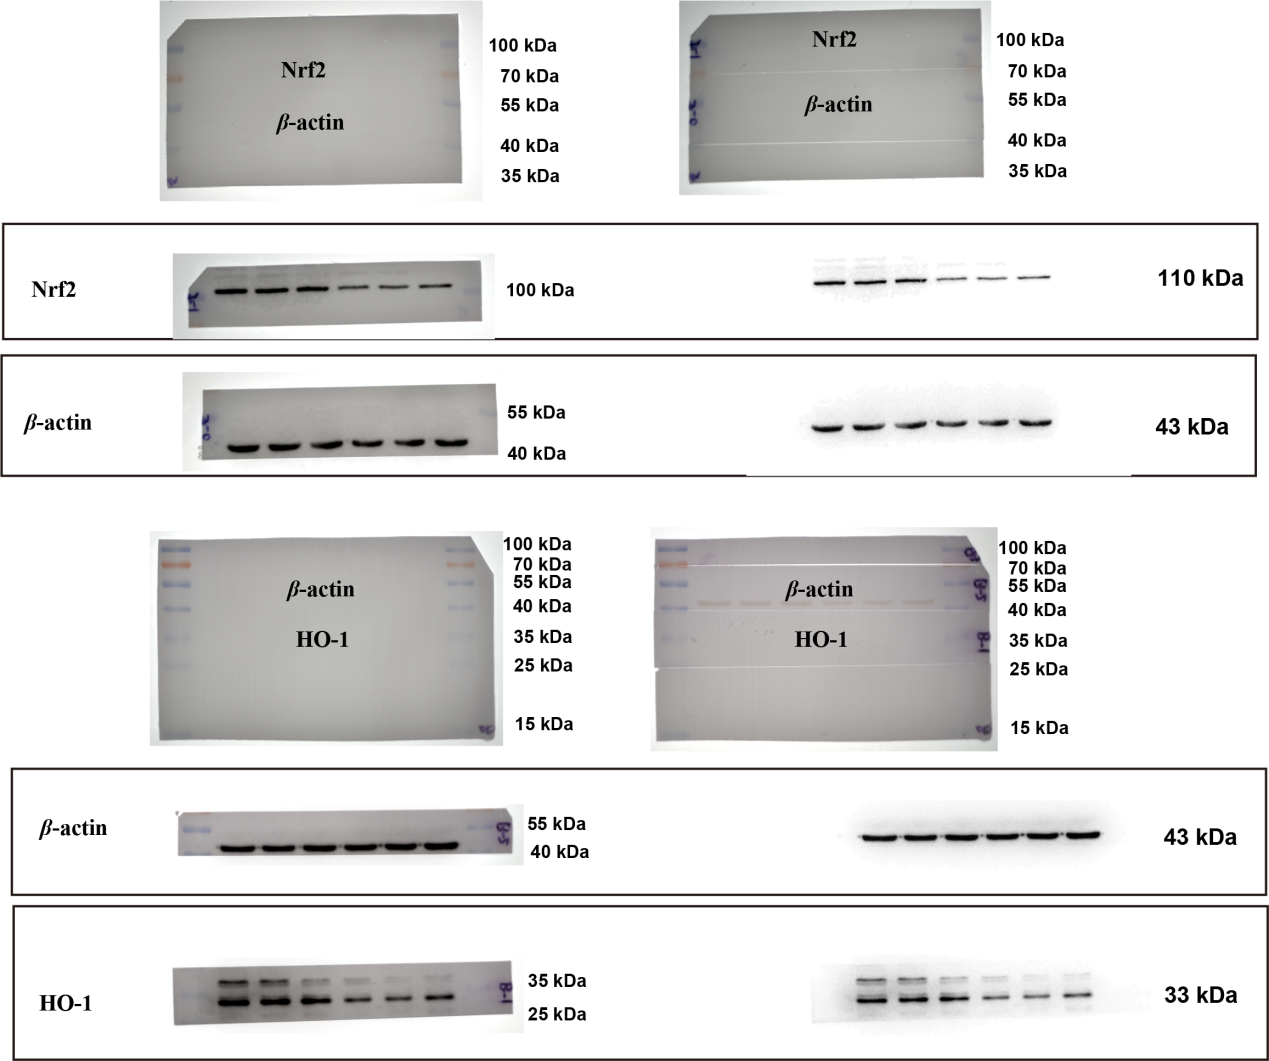

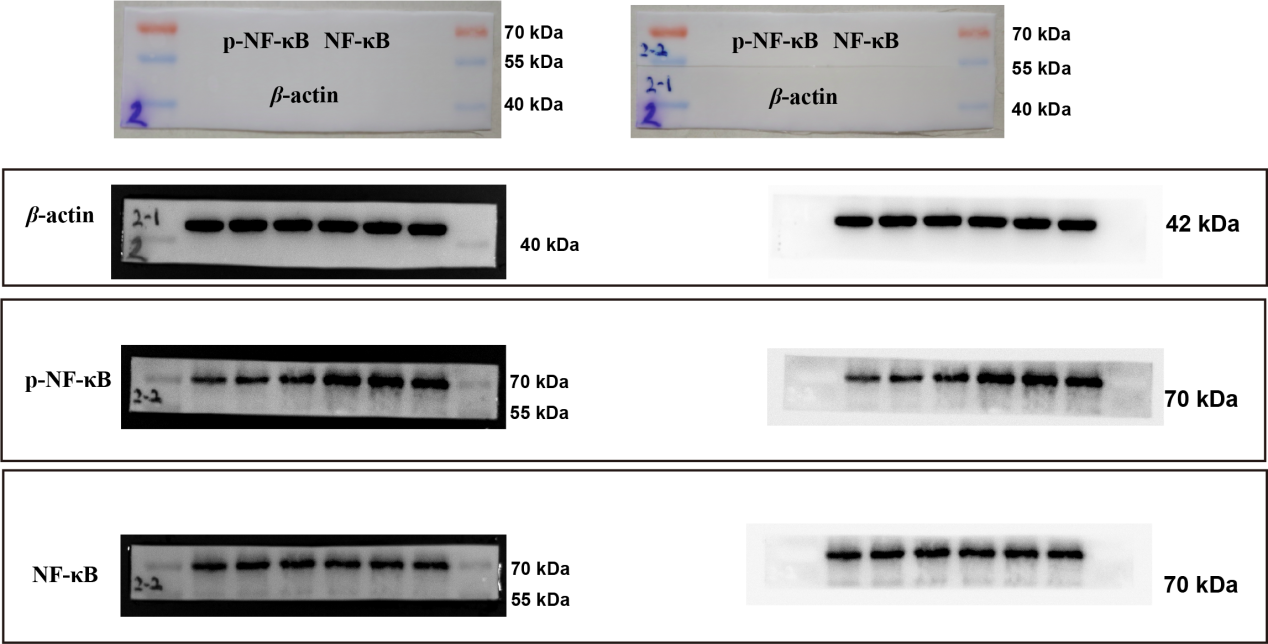

Figure S3. Uncropped western blots used for Figure 8E.

How the deposited data were processed for this re-analysis (not part of the article)

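The data are the RNA-seq measurements of the hippocampus of 8 male mice, 4 of the Con group and 4 of the HH group, 1 library each. The authors extracted total RNA, prepared the libraries and had them sequenced at Novogene. They removed low-quality reads with fastp, aligned the clean reads to mm10 with HISAT2, counted them per gene with featureCounts v1.5.0-p3 and calculated FPKM values. What they deposited are FPKM values for 54532 Ensembl gene identifiers, with no filter on expression and no pooling of samples. The annotation, the strand setting and the treatment of reads that map to several genes are not named in the paper's text. Each column of the table was matched to its sample by the library name that the sample labels give, and no column was left without a sample.

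Gene names, positions, exon lengths and GC content came from GENCODE M21 on GRCm38, the assembly of mm10. Of the identifiers, 54495 were in this annotation and 54409 received a name. The reads per gene were recovered from the FPKM steps: for a gene of known length, FPKM values are whole multiples of what 1 fragment is worth in that sample. The share of whole values in each sample was taken with a tolerance of 0.02 of a fragment. With a slightly wider one, 29955 of the 30859 genes with a length and a value above 0 (97.1%) came out whole in all 8 samples, and 904 did not in some sample. For those genes, among them Acta2, the recovered fragments are approximate. The recovered fragments on genes ranged from 14421052 to 16175778 per sample. They give the precision behind each FPKM value: a gene with 3 fragments or fewer in every library of a group was treated as being at the floor, and no fold change is given against it. Counting error is only part of the error, and the differences between mice of a group were larger than counting error alone gives.

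The groups were compared with limma (version 3.58.1 in R 4.3.3) on log2(FPKM + 1), with lmFit and eBayes with a trend, over the 15929 genes with a mean of at least 0.5 FPKM across the 8 samples. P-values were adjusted by the Benjamini-Hochberg method, and the paper's thresholds were used, an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The authors used DESeq2 on counts, which is not repeated here. limma on the FPKM values was set before the data were examined, and the fragments recovered later were used with voom as an added alternative. Single genes, mean values over lists of marker genes, and scores on principal components were compared with exact two-sided permutation tests, for which 0.0286 is the smallest p that 4 samples against 4 allow. Correlations between samples are Pearson's r of log2(FPKM + 1) over all genes. The pathway and GO enrichment and the protein network of the paper were not recomputed, since the gene sets were not used here.

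The genes named in the text were set by a rule before the data were examined. They are the genes the paper names in its results or limitations, the 5 genes with the largest rise and the 5 with the largest fall among those past both thresholds whose groups do not overlap, and the genes of 20 lists. Only 2 genes fell past both thresholds, so 2 falls are named. Some of the genes under this rule are not reported here, and the comparison with Fig. 6J covers 7 hub genes. The lists hold marker genes of cell types, genes of the proteins the paper measured, the core of the PI3K/AKT pathway and the genes drawn in Fig. 6. The names in Fig. 6B were read from the figure. Another 3 marker lists, for neutrophils and platelets, smooth muscle and arteries, were added after the values of Hbb-bs, Acta2 and Gkn3 had been seen and before their own had. Genes singled out outside this rule were chosen after their values were seen. They are the called genes other than Gkn3 that Fig. 6 does not draw, and Rps27.

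The test was tried on simulated data. Negative binomial counts were drawn from the means, the library sizes and the within-group spread of the real samples, for 15628 to 15651 genes past the filter. Of 198 genes changed by a log2 fold change of 2, limma on log2(FPKM + 1) recovered 152 (76.8%) and called 5 unchanged genes. Of 197 genes changed by 1.5, it recovered 128 (65.0%) and called 4 unchanged genes. With no changed genes it called 0. limma's voom on the same simulated reads recovered 164 of 198 (82.8%) and 155 of 197 (78.7%). The simulation drew each gene independently, with 1 spread per gene for both groups. The real samples also differed by factors that many genes share, such as the choroid plexus score, and in spread between groups. Changes under 1.5 were not simulated. These shares therefore do not tell how many real changes were missed.

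The alternatives set before the data were examined were pseudocounts of 0.1 and 0.01, no filter and a filter of 1 FPKM, rescaling to TPM, upper-quartile scaling, quantile normalization, robust eBayes, eBayes without a trend, sample weights, no threshold on the fold change, a GC correction, scores of choroid plexus and leptomeningeal markers as covariates, and leaving out each of the 8 mice in turn. The replicate number was also used as a block, alone and with the GC correction. The pairing comes from the replicate numbers 1 to 4 that the sample labels give to both groups. The numbers belong to different mice. GC content was known for 99.9% of the tested genes. Alternatives added after seeing the data were voom on the recovered reads, the use of unadjusted p-values, and the hub genes' medians in log2(recovered reads + 1). For these medians the reads were divided by each sample's relative FPKM divisor. The alternatives run on the lists of marker genes were not set beforehand either. Other tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.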

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

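The test of Acta2 together with Spp1 and Cdh1 against leptomeningeal markers, the use of the fit without Con replicate 3, and the look at the 5 genes with covariates were chosen only after the result was seen.

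In 9 of 116 groups of 4 samples, the gap between 1 sample and the nearest other sample, divided by the range of the group, was above Dixon's 95% critical value. Chance gives 5.8 such groups, so the number is not far from chance, but 5 of the 9 concern HH_2. In HH_2 22951 genes were above 0, against 23663 to 23798 in the other HH samples. Its mean log2(FPKM + 1) over the choroid plexus markers was 0.88, against at least 1.08 in the other HH samples. Its mean was 2.15 over the sex-linked genes, against 1.98 to 2.01, and 1.44 over the smooth muscle markers, against 1.24 to 1.27. Its log2(FPKM + 1) of Pik3r2 was 5.41, against 5.57 to 5.60. The 15101262 fragments of HH_2 lie inside the range of the other HH samples, so the number of fragments does not set it apart. GC content bias in this library may have been a cause. The paper's supplementary table reports a GC content of 50.31% for the HH library numbered 2, the highest of the 8. After a correction by the GC content of the genes, HH_2 still had the lowest mean within-group correlation of the 8 samples, 0.9542 against 0.9536 before. The correction hardly moved this value, so it leaves open whether GC content bias played a part. Mitochondrial genes held 2.33% of the fragments of HH_2, the lowest share of the 8 samples, against 3.52% to 7.40% in the others. The mean over the leptomeningeal markers was 1.38 in HH_2, against 0.61 to 0.76 in the other HH samples, though this was not among the 9 groups. A difference in dissection is therefore left open. RNA quality was not tested. HH_2 received the same exposure as the other HH mice, so no biological explanation was tested.

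The remaining 4 groups concern HH_3 and Con_3. The log2(FPKM + 1) of Acta2 was 2.36 in HH_3, against 2.72 to 2.78 in the other HH samples, and the mean over the endothelial markers was 3.14 in HH_3, against 3.24 to 3.26. In Con_3 the mean over the pericyte markers was 2.07, against 2.37 to 2.42 in the other Con samples, and the mean over the artery endothelial markers was 1.17, against 1.41 to 1.43. Con_3 was also the lowest Con sample for the endothelial markers, 2.52 against 2.70 to 2.91. A smaller share of vessel cells in Con_3 may lie behind these values, and then the rise of vessel genes in HH would depend on this mouse. Without Con replicate 3, 12 genes were called DEGs, 9 of them among the 23 called with all mice, and the log2 fold change of Kdr was 1.15 in place of 1.26. Kdr was not called in that fit, nor in 5 of the other 7 that left out a mouse, while Vwf was still called. The rise of Kdr and Vwf therefore did not rest on Con_3 alone. Without Con replicate 3, the mean rise of the pericyte markers went from 0.20 to 0.12 and that of the endothelial markers from 0.47 to 0.40. Part of the pericyte rise thus depended on this mouse. For Acta2, the deviations from the group means followed the leptomeningeal score together with those of Spp1 and Cdh1 over the 8 samples (median r 0.834). HH_3 had the lowest score of the 8 samples, -1.07, while HH_2 and HH_4 had nearly the same Acta2 FPKM, 5.88 and 5.87, at scores of 0.54 and -0.71. Whether less of that tissue lowered Acta2 in HH_3 is left open. No biological explanation of single samples was tested.

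Of the 23 genes called, 17 are drawn in Fig. 6 and 6 are not. Gkn3 had a log2 fold change of -2.148, Slc16a1 of 1.153, Ctla2a of 1.245, Pglyrp1 of 1.295 and Capn11 of 1.451. All 4 HH mice lay on one side of all 4 Con mice in each of the 5 genes, a result that the choice of called genes favours. Mir329 had 0 fragments in every Con mouse and 1 to 3 in the HH mice, at the floor, and no fold is given. After the correction for GC content all 23 genes were called again. Their fold changes hardly moved, such as to 1.457 for Capn11 and -2.143 for Gkn3. The correction did act on the samples. The mean within-group correlation over the genes tested rose with it in each of the 8, in Con_4 from 0.9652 to 0.9687. This argues against GC content bias as the cause of these changes, as far as the correction captures such bias. The median number of fragments was 15803001 in the Con group and 15209261.5 in the HH group, too close for depth to give changes of this size. Of the 35 splits of the 8 samples into 4 and 4, only the real one, 1 of 35, gave as many DEGs. Ctla2a shares sequence with its paralog Ctla2b, so its level is uncertain. With the choroid plexus score as a covariate none of the 5 genes was called, and with the leptomeningeal score Slc16a1 was. Their log2 fold changes kept their direction and ran from -2.25 to 1.51 with the first score and from -2.29 to 1.39 with the second. Both sets of markers were lower on average in HH, though not past the threshold (exact two-sided permutation test, p = 0.114 for each). A response of these 5 genes to HH is a hypothesis that was found and tested on the same data.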

How the results depend on the processing

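With all mice and the choices given in the processing summary, 23 DEGs were called, 21 higher and 2 lower in HH, with 3 of the 8 hub genes and 16 of the Fig. 6B genes among them. Both other pseudocounts, the filter of 1 FPKM, TPM, upper-quartile and quantile scaling, robust eBayes, eBayes without a trend and the GC correction gave 22 to 29 DEGs, of which 21 to 23 were among the 23. With a pseudocount of 0.1, 4 genes were lower. Sample weights gave 32 DEGs, 20 higher and 12 lower, so the lower share rose from 8.70% to 37.5%. Without a threshold on the fold change 36 genes passed, 5 of them lower.

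Without a filter on low FPKM, 7 DEGs were called, 7 higher and 0 lower (1867 genes at an unadjusted p under 0.05), with 0 hub genes and 6 Fig. 6B genes. With the choroid plexus score as a covariate there were 6, 6 higher and 0 lower (1136 genes at an unadjusted p under 0.05), with 0 hub genes and 6 Fig. 6B genes. With the leptomeningeal score there were 8, 8 higher and 0 lower (921 genes at an unadjusted p under 0.05), with 2 hub genes, Kdr and Vwf, and 7 Fig. 6B genes. All genes called in these 3 settings were among the 23. The cause was not tested.

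Mice of the 2 groups that share a replicate number are different animals, and their deviations from the group means had a mean correlation of -0.083, so the numbers did not pair the samples. With the replicate block, 0 DEGs were called in total, 0 higher and 0 lower, with 0 hub genes and 0 Fig. 6B genes (1010 genes at an unadjusted p under 0.05). With the replicate block and the GC correction, the same counts were 0 (1078 genes at an unadjusted p under 0.05).

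Across the 8 fits that each left out one mouse, the DEGs ran from 7 to 32, the higher genes from 7 to 26, the lower genes from 0 to 6, the hub genes called from 0 to 4 and the Fig. 6B genes called from 6 to 17. The count of 0 lower genes came with 918 and 926 genes at an unadjusted p under 0.05.

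The settings that follow were chosen after seeing the data. voom on the recovered reads of genes with at least 10 reads in total called 36 DEGs, 5 lower, with 26 Fig. 6B genes. At an unadjusted p of at most 0.05 in place of the adjusted one, 113 genes passed, 41 higher and 72 lower (63.7%), with 5 hub genes and 55 Fig. 6B genes. With unadjusted p from voom these counts were 757, 346, 411, 8 and 114.

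The lowest correlation within a group, 0.977 on log2(FPKM + 1), was 0.611 on the linear scale, 0.965 with a pseudocount of 0.1, 0.946 over genes with a mean of at least 0.5 FPKM and 0.905 as Spearman's rho. It ran from 0.977 to 0.983 with each mouse left out. The highest, 0.992, was 0.979, 0.986 and 0.920 in the last 3 of these settings. PC1 held 22.6% of the variance with scaled genes, 31.6% with the 500 most variable genes and 20.1% with a pseudocount of 0.1, and from 27.8% to 30.8% without each mouse. PC2 held 17.3% with scaled genes and 18.0% with a pseudocount of 0.1, and from 20.5% to 24.6% without each mouse. The exact permutation p for PC2 was 0.0857 with scaled genes and 0.629 with the 500 most variable genes, where that for PC1 was 0.0286. It ran from 0.0286 to 0.857 without each mouse. No list of marker genes passed an adjusted exact p of 0.05 in any setting, and the alternatives run on these lists were not set beforehand. Over 20 lists, at least 12 would have to reach the smallest exact p of 0.0286 for any to pass, so this says little about single lists.

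Of the log2 fold changes of the named genes under these settings, 65 lost their call, 4 gained one and 349 did neither, and none changed direction. Few fragments limit Cdh1, whose fold change depends on the pseudocount, and Spp1 in the HH group, while Kdr, Vwf, Vegfa, Eng and Acta2 have enough fragments that the spread between mice limits them.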

Differences from the paper's values

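The paper's numbers of DEGs in its results are 178 in total, 70 upregulated and 108 downregulated, against 23, 21 and 2 here. None of the alternatives set before the data were examined came within 1.5 times of any of the 3 numbers. At an unadjusted p of at most 0.05, a setting chosen after seeing the values, 72 genes were lower, within 1.5 times of the paper's 108, while 41 were higher. The paper's numbers in its discussion are 695, 265 and 430, and none of the alternatives set before the data were examined came within 1.5 times of them either. At an unadjusted p of at most 0.05 from voom on recovered reads, a setting chosen after seeing the values, the numbers were 757, 346 and 411. The paper's volcano plot gives about 28000 genes that are not DEGs (Fig. 5F), against 15906 here. Without a filter on low FPKM, set before the data were examined, the number was 30871. With voom on genes with at least 10 reads in total, chosen after seeing the values, it was 22518 with adjusted and 21797 with unadjusted p.

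For 7 hub genes, the medians drawn in Fig. 6J, read by eye, lie above those of log2(FPKM + 1) here. For Kdr the paper's medians are about 8.0 (Con) and about 9.5 (HH) in Fig. 6J, against 1.52 and 2.69 here. For Acta2 they are about 7.3 and about 8.6 in Fig. 6J, against 3.93 and 2.75. For Eng they are about 8.9 and about 10 in Fig. 6J, against 3.17 and 4.14. For Vegfa they are about 10 and about 11 in Fig. 6J, against 4.11 and 5.33. For Vwf they are about 8.3 and about 10 in Fig. 6J, against 1.22 and 2.41. For Spp1 they are about 6.7 and about 4.7 in Fig. 6J, against 2.42 and 1.05. For Cdh1 they are about 4.8 and about 2.3 in Fig. 6J, against 0.50 and 0.0875. Of the alternatives set before the data were examined, rescaling to TPM brought the Con median of Acta2 to 5.49, within 1.5 times of the drawn one. None brought the other 13 medians within 1.5 times. These are ratios of log2 values, so a median within 1.5 times can still lie far from the drawn one. On log2(recovered reads + 1), a setting chosen after seeing the values, all 14 medians came within 1.5 times of the drawn ones. They were 7.99 and 9.53 for Kdr, 8.88 and 7.56 for Acta2, 8.92 and 9.97 for Eng, and 10.03 and 11.30 for Vegfa. They were 8.33 and 10.02 for Vwf, 6.74 and 4.74 for Spp1, and 4.84 and 2.37 for Cdh1. For Acta2 the medians on reads still lay about 1.58 (Con) and 1.04 (HH) from the drawn ones, with the groups in the opposite order.

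The difference between the drawn medians differs from the log2 fold change here for 3 of these genes. For Acta2 it is about 1.3 in Fig. 6J, against -1.15 here, and no setting, set before or chosen after seeing the values, gave a positive value. For Vwf it is about 1.7 in Fig. 6J, against 1.21 here. Pseudocounts of 0.1 and 0.01, set before the data were examined, gave 1.67 and 1.74, rescaling to TPM also closed the gap, and voom on recovered reads, chosen after seeing the values, gave 1.74. For Cdh1 it is about -2.5 in Fig. 6J, against -0.38 here. A pseudocount of 0.01, set before the data were examined, gave -2.44, and voom on genes with at least 10 reads in total, chosen after seeing the values, gave -2.51. The other alternatives did not close these gaps.

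The paper's text and Fig. 6J give Acta2 as higher in the HH group, whereas here its log2 fold change was -1.15, the direction in which Fig. 6B and Fig. 7D colour it. Fig. 7D colours Cdh1 as higher in the HH group, whereas here the difference of its group means was -0.38, the direction in the text and Fig. 6J. The paper names all 8 hub genes as significantly changed, and 3 of them, Kdr, Vwf and Vegfa, were called here. Eng was also called in the fit without HH replicate 2 (log2 fold change 1.05) and by voom, chosen after seeing the values (1.05). Acta2 was called as lower in the fit without Con replicate 3 (log2 fold change -1.38). At an unadjusted p of at most 0.05 limma on log2(FPKM + 1) passed 5 of the 8 hub genes and voom all 8, both settings chosen after seeing the values. Of the genes the paper draws in Fig. 6B, the numbers past both thresholds under those 2 settings were 55 and 114, against 16.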

Other observations

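The tests of the levels and of the direction in Fig. 6J, and of Acta2, Spp1 and Cdh1 against leptomeningeal markers, were chosen only after the result was seen. The lists of neutrophil and platelet and of smooth muscle markers were written after the values of Hbb-bs, Acta2 and Gkn3 were seen, and before their own were. The counts of genes with r above 0.7 were not among the tests written beforehand.

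The genes drawn as downregulated in Fig. 6B varied widely between the 4 Con mice. Many are known markers of the choroid plexus, which adjoins the hippocampus. A score was built from 9 choroid plexus markers that Fig. 6 does not draw, and the deviations of the 77 downregulated genes from their group means were compared with it over the 8 samples. Their median r was 0.881, against a median of 0.0013 for 10000 random sets of genes of matched expression (gene permutation, p = 0.0001, the smallest they can give), and 47 of the 77 genes had r above 0.7. A gene permutation resamples genes and not mice, so its p does not measure the spread between mice. Without each mouse in turn the median r ran from 0.716 to 0.921, the lowest without Con_2, which had the highest score. The mean of the markers was lower in HH by 0.97 on the log2 scale, though not past the threshold (exact two-sided permutation test, p = 0.114). Without each mouse in turn, this difference (HH minus Con) ran from -1.30 (without Con_4) to -0.61 (without Con_2), so its size depends on single Con mice. With the score as a covariate, the median log2 fold change of the 65 downregulated genes tested went from -1.04 to -0.44, and the number at an unadjusted p under 0.05 from 64 to 24. Of the upregulated genes, 36 of 38 kept an unadjusted p under 0.05. Choroid plexus tissue taken along with the hippocampus in some Con mice is therefore a candidate explanation for much of the fall. It is not shown to account for all of the fall. Against Con_4 alone, which had the lowest score of the Con samples (-0.55), 58 of the 65 genes were still lower in the HH mean. Their median difference was -0.46, a value that rests on 1 Con mouse. Con_4 also had the highest leptomeningeal score of the 8 samples (1.17), so this comparison does not remove a difference in leptomeningeal tissue. Whether HH lowered expression in the choroid plexus itself cannot be told apart from how much of it was dissected.

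Leptomeningeal tissue was tested the same way with 8 markers. For all 77 downregulated genes the median r was 0.151 (gene permutation, p = 0.0832), and without each mouse in turn it ran from -0.34 (without Con_2) to 0.52, so its sign depends on 1 mouse. With this score as a covariate, the number of the 65 genes at an unadjusted p under 0.05 went from 64 to 37. Their median log2 fold change moved less than with the choroid plexus score, from -1.04 to -0.88. This tissue may account for part of the fall. Of the 77 genes, 14 had r above 0.7 with this score, 0 with both scores and 16 with neither. For the hub genes Acta2, Spp1 and Cdh1 the median r was 0.834 (gene permutation, p = 0.0012), while their r with the choroid plexus score was -0.12, -0.29 and -0.03. With the leptomeningeal score as a covariate the log2 fold change of Acta2 was -0.71 in place of -1.15. A difference in leptomeningeal tissue between the samples is a candidate explanation for part of the fall of these 3 genes. The markers themselves were lower in HH by 0.51 (exact two-sided permutation test, p = 0.114). A loss of smooth muscle from vessel walls was the alternative for Acta2. For the 6 smooth muscle markers other than Acta2 the mean difference was -0.13 (exact two-sided permutation test, p = 0.286). With each mouse left out in turn it ran from -0.20 to -0.06. Their mean was 1.44 in HH_2, against 1.24 to 1.27 in the other HH samples. It was 1.20 in Con_3, against 1.40 to 1.61 in the other Con samples. A general loss of smooth muscle was therefore not seen, but with HH_2 and Con_3 apart from their groups it is not excluded.

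The genes higher in HH include many of endothelial cells. If HH samples held more endothelial cells, markers of all endothelial cells that Fig. 6 does not draw should rise by as much as Kdr, Vwf and Eng. The 11 markers rose by 0.474 on average, from 0.12 (Itm2a) to 0.83 (Esam), and each HH sample was above each Con sample in their mean. Kdr, Vwf and Eng rose by 1.26, 1.21 and 0.96. These 3 genes are hub genes, chosen because they changed. Kdr and Vwf rose by more than any of the 11 markers, while Eng, with a standard error of 0.16, is not clearly outside their spread. A larger share of endothelial cells may contribute to the rise. A change of expression within these cells may contribute too, which is a hypothesis, since cell types were not separated.

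The 6 erythroid genes rose by 2.63 on average in HH, with all 4 HH samples above all 4 Con samples. More whole blood left in the vessels would also raise transcripts of neutrophils and platelets. The 9 markers of these cells changed by -0.0774 (exact two-sided permutation test, p = 0.229), so a rise of these cells was not seen. Their mean log2(FPKM + 1) was 0.24 in the Con group and 0.16 in the HH group, near the floor, so more whole blood is not firmly excluded. A larger share of young red blood cells, which still carry RNA, in the blood of HH mice is a hypothesis that these data leave open. Hba-a1 and Hba-a2, and Hbb-bs and Hbb-bt, share most of their sequence, so the split within each pair is uncertain while their sum is less so.

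Of the 35 splits of the 8 samples into 4 and 4, the real one alone gave as many DEGs, 1 of 35. Among the 34 others, 4 gave any DEG, at most 1. Counting only the 8 splits that part all 4 same-numbered pairs, as the real one does, it was 1 of 8, a number of splits too small to reach a share under 0.05. The others part fewer pairs, 24 of them 2 pairs and 3 of them none. The number of genes at an unadjusted p under 0.05 was less telling: 6 other splits gave more than the 1174 of the real one, up to 2316.

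The medians drawn in Fig. 6J lay closer to log2(recovered reads + 1) than to log2(FPKM + 1) for 14 of 14, in 7 hub genes. For the 6 genes other than Acta2 the largest distance from the drawn median was 0.30, which suggests that the panel plots a measure of reads and not FPKM. For Acta2 the difference between the drawn groups lay 2.61 from the one computed from the reads, and 0.013 from it with the groups exchanged. The other 6 panels lay closer as drawn. An exchange of the groups in the Acta2 panel is therefore a candidate explanation for its direction there.

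The squares of the correlations within groups, 0.954 to 0.985, lie where Fig. 5C places its values, which it labels as R squared.

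The genes of proteins that the paper measured in other mice or by other assays showed small differences in mRNA. Nfe2l2, the gene of Nrf2, had an FPKM of 4.21 ± 0.266 (SD, n = 4) in the Con group and 3.20 ± 0.725 (SD, n = 4) in the HH group. The change was -0.33 on the log2 scale (adjusted p = 0.656 from limma), and all 4 HH mice lay below all 4 Con mice. Hmox1, the gene of HO-1, was at 2.73 ± 0.650 and 2.76 ± 1.04, a log2 fold change of -0.01 (adjusted p = 0.997 from limma). The log2 fold changes of the tight junction genes were -0.21 for Tjp1 (adjusted p = 0.879 from limma) and -0.02 for Ocln (adjusted p = 0.994 from limma). Those of the NF-κB genes were 0.01 for Rela and 0.03 for Nfkb1. Of the cytokine genes, Il10 was at 0 in all 8 samples, Tnf had at most 3 fragments in a sample, Il6 at most 6 and Il1b at most 7, so no change in them was detectable at this depth. The 11 HIF target genes rose by 0.19 on average (exact two-sided permutation test, p = 0.0571). With each mouse left out in turn, this rise ran from 0.125 (without HH_1) to 0.243 (without HH_2), so its size depends on single mice. Among these 11 genes Slc2a1 rose by 0.45 (adjusted p = 0.274 from limma) and Ldha by 0.33 (adjusted p = 0.503 from limma), in all 4 HH mice above all 4 Con mice.

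Xist had at most 13 fragments in any sample, and Ddx3y had 722 to 1118, as male mice give. Rps27rt and Rps27, which share most of their sequence, moved in opposite directions. The log2 fold change was -1.17 for Rps27rt and 0.32 for Rps27 (adjusted p = 0.885 from limma), and how reads were divided between them was not tested.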
